# Lhx2 Determines Odorant Receptor Expression Frequency in Mature Olfactory Sensory Neurons

**DOI:** 10.1523/ENEURO.0230-16.2016

**Published:** 2016-10-31

**Authors:** Guangfan Zhang, William B. Titlow, Stephanie M. Biecker, Arnold J. Stromberg, Timothy S. McClintock

**Keywords:** enhancer, gene expression, olfaction, promoter, smell, transcription

## Abstract

A developmental program of epigenetic repression prepares each mammalian olfactory sensory neuron (OSN) to strongly express one allele from just one of hundreds of odorant receptor (OR) genes, but what completes this process of OR gene choice by driving the expression of this allele is incompletely understood. Conditional deletion experiments in mice demonstrate that Lhx2 is necessary for normal expression frequencies of nearly all ORs and all trace amine-associated receptors, irrespective of whether the deletion of *Lhx2* is initiated in immature or mature OSNs. Given previous evidence that Lhx2 binds OR gene control elements, these findings indicate that Lhx2 is directly involved in driving OR expression. The data also support the conclusion that OR expression is necessary to allow immature OSNs to complete differentiation and become mature. In contrast to the robust effects of conditional deletion of *Lhx2*, the loss of Emx2 has much smaller effects and more often causes increased expression frequencies. Lhx2:Emx2 double mutants show opposing effects on *Olfr15* expression that reveal independent effects of these two transcription factors. While Lhx2 is necessary for OR expression that supports OR gene choice, Emx2 can act differently; perhaps by helping to control the availability of OR genes for expression.

## Significance Statement

The nervous system develops myriad different types of neurons, many having numerous subtypes. The olfactory epithelium takes this to an extreme, with >1000 different subtypes of the olfactory sensory neuron (OSN), each defined by the expression of a single odorant receptor (OR) gene. We demonstrate that Lhx2 is the homeodomain transcription factor necessary to drive the expression of OR genes. By stabilizing the expression of a single OR gene and consequently triggering OSN maturation, Lhx2 drives the events that complete the process of OR gene choice, thereby defining the role of each OSN in odor detection and discrimination.

## Introduction

Odorant receptors (ORs), which often number >1000 and therefore comprise the largest family of mammalian genes, are G-protein-coupled receptors that evolved to transduce the binding of odorant molecules into intracellular signals (DeMaria and Ngai, 2010). In a process called OR gene choice, each olfactory sensory neuron (OSN) selects one allele of one OR gene for high-level expression (Rodriguez, 2013). The choice is random, except that each OR gene is available for expression only in a defined region of the olfactory epithelium called a zone. This exquisite specificity is essential for odor discrimination (Fleischmann et al., 2008).

Repressive chromatin modifications characteristic of heterochromatin are fundamental to OR gene choice (Lyons and Lomvardas, 2014). These modifications require the histone methyltransferases Kmt1c and Kmt1d, appear early in the OSN cell lineage before the initiation of OR gene expression, and ultimately result in the compaction of OR genes into heterochromatin compartments in OSN nuclei (Magklara et al., 2011; Clowney et al., 2012; Lyons et al., 2014). Derepression of OR alleles occurs in immature OSNs, or perhaps their immediate progenitors, and requires the histone demethylase Kdm1a (Lyons et al., 2013). Once the expression of an OR allele initiates, OR protein accumulation in the ER triggers a feedback signal that represses *Kdm1a* so that no other OR allele can be derepressed (Dalton et al., 2013). The expression of an OR appears to trigger the final stages of OSN differentiation, resulting in a mature OSN that expresses a single OR allele.

What drives transcription from the newly derepressed OR allele is not fully understood. However, the enhancers and proximal promoters of OR genes contain two conserved elements, homeodomain sites and Olf1/Ebf1 (O/E-like) sites, whose mutation reduces OR gene expression (Bozza et al., 2002; Serizawa et al., 2003; Rothman et al., 2005; Hoppe et al., 2006; Michaloski et al., 2006; Vassalli et al., 2011; Clowney et al., 2012; Plessy et al., 2012; Markenscoff-Papadimitriou et al., 2014). O/E-like sites are bound by Ebf transcription factors, but whether they are required for OR gene expression is uncertain (Wang et al., 2004). Yeast one-hybrid experiments reveal that the homeodomain sites can be bound by several transcription factors, but Lhx2 and Emx2 are the two most strongly implicated in OR gene expression (Hirota and Mombaerts, 2004; Hoppe et al., 2006; Hirota et al., 2007; McIntyre et al., 2008). Unfortunately, germ-line deletions of these transcription factors are confounded by large reductions in OSN number. *Emx2*-null mice have 40% fewer mature OSNs, and *Lhx2*-null mice are even more strongly affected, being nearly devoid of mature OSNs and having fewer immature OSNs (Hirota and Mombaerts, 2004; Kolterud et al., 2004).

Lhx2 is a LIM (Lin-11, Isl-1, Mec-3) homeodomain transcription factor that is important for the development of diverse tissues. In the nervous system, it tends to be critical for neural versus glial specification. For example, it regulates progenitor cell fate and proliferation in the cerebral cortex, hypothalamus, and retina, often by controlling the expression of transcription factors and signaling proteins (Chou and O'Leary, 2013; Gordon et al., 2013; Shetty et al., 2013; Roy et al., 2014; Hsu et al., 2015). Lhx2 also acts later in cell differentiation, supporting the final differentiation of tanycytes in the hippocampus and Müller glia in the retina (Salvatierra et al., 2014; de Melo et al., 2016). Emx2 (empty spiracles homeobox 2) has similar roles in neural development. It contributes to the development of portions of the telencephalon, where it regulates cell specification and neural circuit formation (Pellegrini et al., 1996; Fukuchi-Shimogori and Grove, 2003; Hamasaki et al., 2004; O'Leary et al., 2007; Dwyer et al., 2011).

To test the effects of the loss of Lhx2 and Emx2 on OR expression, we bred mice that allow conditional deletion of *Lhx2* and *Emx2* in OSNs, finding that Lhx2 is necessary for OR gene expression and consequent differentiation of OSNs. Emx2, in contrast, appears to be necessary for OR gene expression in a distinctly different way.

## Materials and Methods

### Mice

123Cre transgenic mice and OmpCre gene-targeted mutant mice, respectively, were the gifts of Dr. Y. Yoshihara (RIKEN Brain Science Institute, Wako, Japan) and Dr. P. Mombaerts (Max Planck Research Unit for Neurogenetics, Frankfurt am Main, Germany). Lhx2^fl/+^ mice and Emx2^fl/+^ mice were the gifts of Dr. D. O’Leary (Salk Institute for Biological Studies, La Jolla, CA). Both sexes were used in all experiments, and no mouse carried more than one copy of Cre recombinase.

Z/EG reporter mice (Novak et al., 2000) were purchased from The Jackson Laboratory (https://www.jax.org/strain/003920).

All treatments and procedures used with mice were approved by the university institutional animal care and use committee and were consistent with National Institutes of Health guidelines on animal use in research.

### DNA microarray

Olfactory mucosae were dissected from mice of the desired age and genotype. Total RNA was prepared using TriReagent as directed by the manufacturer (Molecular Resource Center).

Given that ORs are detectably expressed by age postnatal day 1 (P1; Rodriguez-Gil et al., 2009) to best match previous work on germ-line-targeted deletion of *Emx2* (McIntyre et al., 2008) experiments used age P1 neonatal Emx2^fl/+^ mice. Conditional deletion of *Lhx2* in immature OSNs was also assessed in neonates at age P3. Conditional deletion of *Lhx2* in mature OSNs and the double deletion of *Lhx2* and *Emx2* were assessed in juvenile mice at age P26. Each of the two or three litters from which conditional knock-out mice were obtained for an experiment also contributed control mice. Preliminary testing showed that OR expression in 123Cre:Lhx2^fl/+^ mice did not differ from Lhx2^fl/+^ mice, arguing that the deletion of a single *Lhx2* allele has no effect. Littermate controls therefore were any genotype where no more than one allele could undergo recombination.

Preparation of samples for microarray hybridization and initial data reduction were performed as described previously by the University of Kentucky Microarray Core Facility, using equal amounts of total RNA from each sample (McIntyre et al., 2008). GeneChip Mouse Gene 1.0 ST arrays were used to quantify mRNAs. Data were analyzed at the transcript cluster level, which combines the signals from the probe sets representing all exons of each gene into a single value. This GeneChip has 1142 clusters of exon-level probe sets, called transcript clusters, which represent 1098 functional OR genes (Table 1). Given that the vast majority of OR genes are represented unambiguously by a transcript cluster, we use the terms OR gene or OR mRNA in reporting and discussing these data. Trace amine-associated receptor (TAAR) mRNA data from the GeneChip were also analyzed. Except for *Taar8a*, each TAAR gene is represented by at least one unambiguous transcript cluster. In mice, *Taar7c* is a pseudogene.

**Table 1.** GeneChip Mouse Gene 1.0 ST array probe set OR transcript clusters

Type	Transcript clusters (*n*)	OR genes (*n*)
Single functional gene	996	994
Single pseudogene	34	34
Multiple gene	112	104
No functional gene	2	

To normalize to the number of mature OSNs present in the samples of olfactory mucosae used in these experiments, we took advantage of the recent identification of hundreds of mature and immature OSN-specific mRNAs (Nickell et al., 2012). There are 581 mature OSN-specific mRNAs and 697 immature OSN-specific mRNAs that are consistently detected by Affymetrix GeneChip Mouse Gene 1.0 ST arrays. The average difference in the abundance of the 581 mature OSN-specific mRNAs between mutants and littermate controls was used as a normalization factor. Statistical analysis of the data was performed via *t* tests. Correction for multiple testing was performed using a stepwise false discovery rate (FDR) procedure (Benjamini and Hochberg, 1995; Storey and Tibshirani, 2003a,b). The microarray data have been deposited at Gene Expression Omnibus (superseries record GSE74527, subseries GSE74522–GSE74526).

### *In situ* hybridization and immunofluorescence

The *in situ* hybridization methods that Ishii et al. (2003, 2004) have described in detail were followed using 10–12 µm coronal cryosections from mice in the age range P21–P34. We have previously described the use of these procedures to locate cells expressing >300 mRNAs in olfactory epithelia (Sammeta et al., 2007; Nickell et al., 2012; Heron et al., 2013). cDNA fragments of each mRNA were amplified by PCR from olfactory mucosal cDNA and cloned into pBluescript (Table 2). The fragments chosen were selected to have <90% identity with any other mouse mRNA. Recombinant RNA probes labeled with digoxigenin were prepared for each mRNA species. Sense controls were invariably negative.

**Table 2.** *In situ* hybridization probe cDNAs

Gene symbol	NCBI accession no.	Region used
Omp	NM_011010	569-1064
Gap43	NM_008083	369-835
Lhx2	NM_001290646	532-1251
Olfr6	NM_206897	237-741
Olfr15	NM_008762	172-658; 477-932
Olfr17	NM_020598	208-684
Olfr90	NM_146477	371-866
Olfr129	NM_146327	692-1139
Olfr156	NM_019474	125-598
Olfr308	NM_146621	25-882
Olfr545	NM_146840	1-827
Olfr615	NM_147080	1-942
Olfr963	NM_001011827	138-851
Olfr1440	NM_146684	229-726
Olfr1465	NM_001011841	35-454

Probes from the two fragments of Olfr15 give identical results. The region of Lhx2 used is contained within exons 1–3, the floxed region of the mutated *Lhx2* gene.

Immunohistochemistry was also performed on coronal cryosections from the tissue of age P31–P34 mice, prepared as described above except that fixation in 4% paraformaldehyde was performed for only 60–90 min rather than overnight. These frozen sections were thawed and permeabilized in PBS, pH 7.4, with 1% Triton X-100. Blocking buffer (2% BSA and 0.4% Triton X-100 in PBS) was applied for 1 h at room temperature followed by incubation in primary antibody diluted in the blocking buffer overnight at 4˚C. Sections were washed with 0.05% Tween-20 in PBS for 30 min and then incubated with Cy3-conjugated secondary antibody diluted in PBS. Nuclei were counterstained using Hoechst 33342 (catalog #H1399, Invitrogen). The anti-Casp3 rabbit polyclonal antibody specifically detects a 17 kDa cleavage fragment produced by apoptosis-initiating proteases. The specificity of this antibody is well documented (Hu et al., 2000; Cheong et al., 2003; Kaiser et al., 2008). Phosphorylated histone 3, which increases abruptly as chromatin condenses during mitosis, was detected using a rabbit polyclonal antibody (catalog #06-570, Millipore) at a 1:200 dilution. The specificity of this antibody for its intended target has long been known (Mauser et al., 2002). Rabbit anti-Gap43 (AB5220, Millipore) was used at a 1:200 dilution to identify immature OSNs and goat anti-olfactory marker protein (OMP; catalog 544-10001, Wako) was used at a dilution of 1:1000 to identify mature OSNs. The specificity of these two antibodies for their intended targets is widely recognized (Baker et al., 1989; Song et al., 2002; Inaki et al., 2004; Koo et al., 2005; McIntyre et al., 2010; Miller et al., 2010). CD68 was detected using a rat antibody (clone FA-11, catalog #MCA1957, AbD Serotec) at a dilution of 1:500 in a different blocking buffer, as follows: 2% normal donkey serum, 0.03% Triton X-100 in PBS. The specificity of this antibody for CD68 is widely accepted and has been confirmed by targeted gene deletion of CD68 (Rabinowitz and Gordon, 1991; Song et al., 2011).

For secondary antibodies, a Cy3-conjugated donkey anti-rabbit IgG (catalog #711-165-152, Jackson ImmunoResearch) and a Cy3-conjugated donkey anti-goat IgG (catalog #705-165-147, Jackson ImmunoResearch) were used at a dilution of 1:1000 in blocking buffer. A Cy3-conjugated donkey anti-rat IgG (catalog #712-165-150, Jackson ImmunoResearch) was used at 1:500 in 2% normal donkey serum and 0.03% Triton X-100 in PBS.

Wide-field images of labeling in tissue sections were obtained on a Nikon Diaphot 300 inverted microscope using a Spot 2e camera and Spot software version 4.0.6 through a 40×/0.75 numerical aperture Plan Fluor objective, a 20×/0.75 numerical aperture Plan Apo differential interference contrast (DIC) objective, a 10×/0.45 numerical aperture Plan Apo DIC objective, or a 4×/0.13 numerical aperture Plan objective. Images were processed in Adobe Photoshop only by adjusting size and brightness. To produce final figures, images were combined and labeled in Canvas Draw version 2.0 (ACD Systems).

For counts of labeled cells, coronal sections matched for anterior–posterior position between mutant and control were selected and used to generate an average count per linear distance along the olfactory epithelium for each mouse. The zonal expression patterns of ORs presents a special problem when normalizing the number of OSNs expressing an OR to the amount of olfactory epithelium assessed because the boundaries of OR expression zones are difficult to locate. We therefore chose a conservative approach, including only the distance between the outermost OSNs expressing the targeted OR. This overestimates the frequency of labeled OSNs, and therefore favors making a type II error over a type I error. In cases where OR genes are too rarely expressed to use this strategy, we measured the number of labeled OSNs per tissue section.

Cell counts of OR expression were normalized to the fractional loss of mature OSNs in the mutant mice, as measured by *in situ* hybridization for Omp mRNA from adjoining sections of the same mice. The average difference from control genotypes was used to calculate a correction factor that was applied to the counts.

For consistency in the immunohistochemistry data, counts of immunoreactive cells were made along the septum. To restrict the measure of mitosis to progenitors of OSNs, only cells immunoreactive for phosphorylated histone 3 in the basal layer of the olfactory epithelium were counted. As OSNs are the only cells in which genes were recombined in this project, cells immunoreactive for the active fragment of Casp3 were counted in the OSN layers of the olfactory epithelium. In contrast, all CD68-immunoreactive cells within the olfactory epithelium were counted. Correction for multiple testing within the cell count data was performed using a stepwise FDR procedure (Benjamini and Hochberg, 1995; Storey and Tibshirani, 2003a,b). The average values calculated for these cell counts are reported with their SDs.

In fluorescent images from sections of Z/EG reporter mice, nuclei inside GFP^+^ and GFP^−^ OSN cell bodies were counted per linear distance along the olfactory epithelium.

## Results

### Conditional *Lhx2* deletion in immature OSNs decreases OR expression frequency

In addition to expression in basal cells of the olfactory epithelium, Lhx2 is present in OSNs, the cells that express OR genes (Hirota and Mombaerts, 2004; Kolterud et al., 2004). Lhx2 interacts directly with OR gene promoters in yeast one-hybrid assays and binds OR gene enhancers *in vivo* (Hoppe et al., 2003; Hirota and Mombaerts, 2004; Markenscoff-Papadimitriou et al., 2014). These data predict that Lhx2 plays a direct and positive role in OR gene expression.

To try to minimize the loss of OSNs that would be expected if OR expression fails, and that confounds the interpretation of data from germ-line deletion of *Lhx2* (Hirota and Mombaerts, 2004; Kolterud et al., 2004; Hirota et al., 2007), we turned to a conditional deletion strategy. We obtained 123Cre mice in which Cre expression begins in immature OSNs (Takeuchi et al., 2010). We produced 123Cre:Lhx2^fl/fl^ mice by crossing 123Cre mice with floxed Lhx2 mice in which LoxP sites bound the first three exons of *Lhx2* (Chou et al., 2009). Using *in situ* hybridization with a probe sequence contained within these three floxed exons, we find that the deletion of *Lhx2* is incomplete in these mice (Fig. 1). To confirm that Cre recombinase driven by the 123 promoter is effective, we crossed 123Cre mice with Z/EG mice. GFP expression reports Cre-mediated recombination in 48 ± 1% (*n* = 2 mice) of the cell bodies in the OSN layers of these mice (Fig. 2*A*). All of the fluorescent cells show the morphology of neurons. No fluorescence is present in other cells or cell processes found in the OSN layers, such as infiltrating macrophages, the basal processes of sustentacular cells, and the ducts of Bowman’s glands. On average, the basal end of the GFP fluorescent cell body layer is 16.2 ± 0.8% of the distance from the basement membrane to the apical surface in these mice, which is consistent with recombination in immature OSNs. Given that complete deletion of *Lhx2* might result in the loss of most mature OSNs and thereby confound further experiments, we reasoned that incomplete deletion could provide a situation that allows the effects on OR expression to exceed the loss of OSNs.

**Figure 1.**
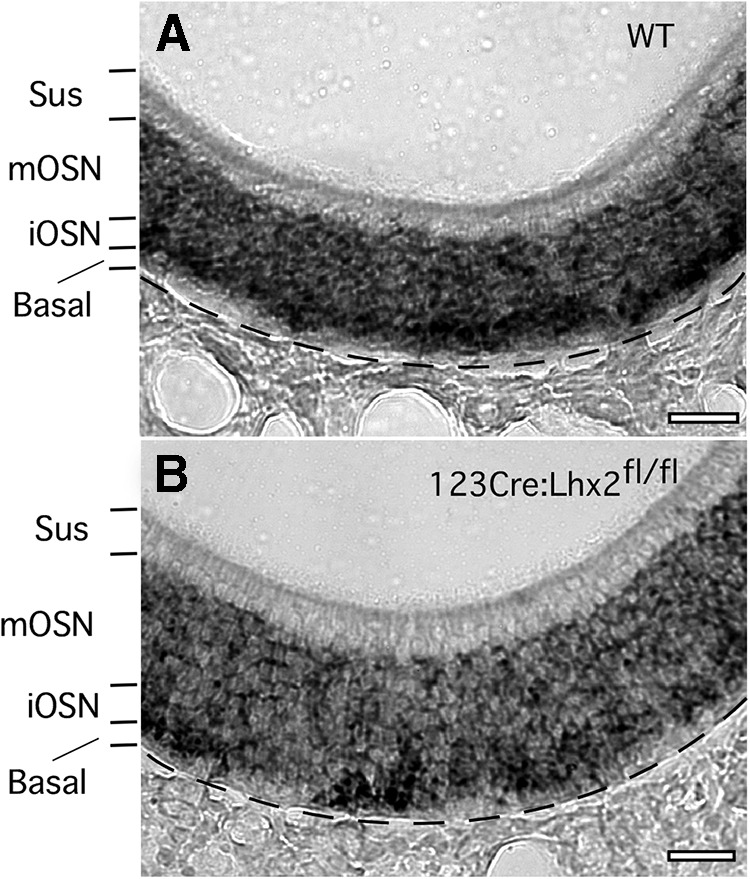
Most OSNs in 123Cre:Lhx2^fl/fl^ mice continue to express Lhx2. ***A***, *In situ* hybridization for Lhx2 mRNA in a wild type (WT) mouse. ***B***, *In situ* hybridization for Lhx2 mRNA in a 123Cre:Lhx2^fl/fl^ mouse. Sus, Sustentacular cell layer; mOSN, mature OSN cell layer; iOSN, immature OSN cell layer; Basal, basal cell layer. Scale bars, 40 µm.

**Figure 2.**
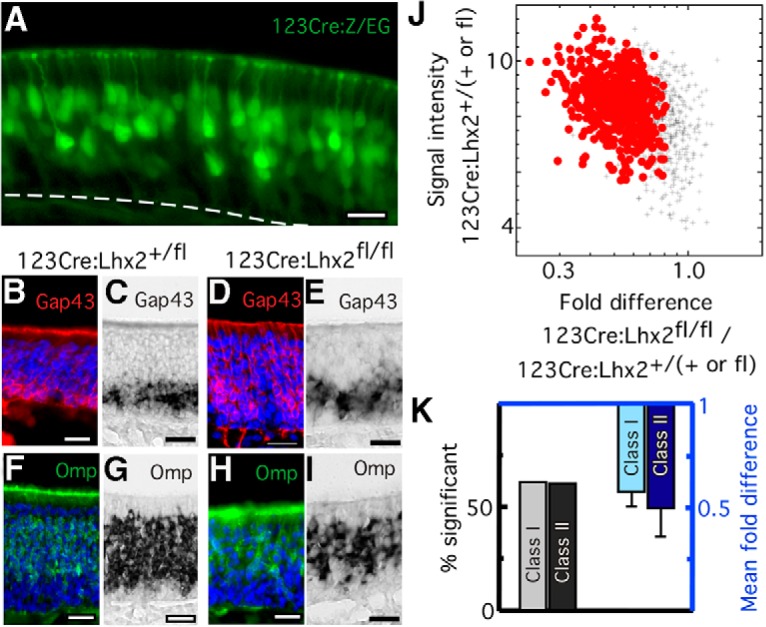
Conditional deletion of *Lhx2* in immature OSNs decreases the abundance of most OR mRNAs. ***A***, In 123Cre:Z/EG mice, recombination-dependent GFP expression marks OSNs in the immature and mature OSN layers of the olfactory epithelium. Dashed line, location of the basal lamina separating the olfactory epithelium and lamina propria. Scale bar, 20 µm. ***B–E***, Gap43 immunoreactivity (***B***, ***D***) and *in situ* hybridization for Gap43 mRNA (***C***, ***E***) identify immature OSN cell bodies in 123Cre:Lhx2^fl/fl^ mice (***D***, ***E***) and littermate controls (***B, C***). ***F–I***, Omp immunoreactivity (***F***, ***H***) and *in situ* hybridization for Omp mRNA (***G***, ***I***) identify mature OSN cell bodies in 123Cre:Lhx2^fl/fl^ mice (***H***, ***I***) and littermate controls (***F***, ***G***). Scale bars, 20 µm. ***J***, In 123Cre:Lhx2^fl/fl^ mice, the abundance of 676 OR mRNAs decreases (*p* < 0.01; *n* = 4; FDR <1%). •, Significant decrease; +, no difference from littermate controls. ***K***, The percentage of class I ORs affected by *Lhx2* deletion in immature OSNs is very similar to the percentage of Class II ORs affected, and the magnitude of the decreases are similar for both classes of ORs. Error bars represent SDs.

In 123Cre:Lhx2^fl/fl^ mice, the numbers of Gap43^+^ immature OSNs are identical to those of control mice (Fig. *2B–E*), and the average abundance of 697 immature OSN-specific mRNAs (Nickell et al., 2012) is similarly unaffected. The number of mature OSNs is slightly reduced in 123Cre:Lhx2^fl/fl^ mice (Fig. 2*F–I*). The average abundance of 581 mature OSN-specific mRNAs (Nickell et al., 2012) is 86 ± 14% that of controls (*n* = 4 mice), and the thickness of the layer of Omp^+^ OSN cell bodies after *in situ* hybridization is 82% that of controls on average. This small decrease indicates a difference in the survival or production of mature OSNs compared with control littermates.

When assessing the abundance of OR mRNAs, the effect of a small decrease in mature OSN number can be eliminated by simple normalization to the extant fraction of mature OSNs as long as accelerated OSN turnover is not responsible for the decrease in mature OSNs. To test the turnover of OSNs, we measured the frequency of apoptosis in the OSN layers of the olfactory epithelium by active Casp3 immunoreactivity. 123Cre:Lhx2^fl/fl^ mice show no difference from littermate controls in this measure of apoptosis (*p* = 0.5627, *n* = 3 mice), demonstrating that OSN turnover is near normal levels in these mice. The measures of OR mRNA abundance can therefore be safely adjusted by normalization to the fraction of mature OSNs present.

In 123Cre:Lhx2^fl/fl^ mice, the predominant effects on mRNA abundance are on OR mRNAs, which is reminiscent of our assessment of *Emx2* germ-line mutants (McIntyre et al., 2008). The significantly affected mRNAs are mostly ORs, and OR mRNAs show larger effects compared with littermate controls than other types of transcripts. Even after correction for the 14% decrease in mature OSNs, 676 OR mRNAs are significantly less abundant in 123Cre:Lhx2^fl/fl^ mice than in control mice (Fig. 2*J*; *p* < 0.01; FDR <1%). Implicit in the finding of significant differences in the normalized data, but worth noting explicitly, is that the 14% loss of mature OSNs is incapable of accounting for the decreased abundance of OR mRNAs. The average reduction for all OR mRNAs is 41% after normalization. For the 676 OR mRNAs with a significant decrease, the average reduction is 50%, arguing that a fraction of OSNs must be experiencing altered OR expression.

Data from germ-line *Lhx2* knockouts suggested that Lhx2 might act specifically on the class II OR genes, which arose during mammalian evolution (Hirota et al., 2007). However, in 123Cre:Lhx2^fl/fl^ mice the affected mRNAs include both the more evolutionarily ancient class I ORs, which are recognizably similar to the ORs of fishes, and the larger, more diverse group of class II ORs (Fig. 2*K*). Class I and class II OR mRNAs show similar reductions in quantity, and similar fractions of ORs are significantly affected.

Some OSNs use TAARs, rather than ORs, to detect odor molecules. Like ORs, TAARs are G-protein-coupled receptors. All but *Taar1* of the 14 functional TAAR genes in mice appear to be expressed in OSNs, where they act as receptors for amine-containing odorants (Liberles and Buck, 2006; Johnson et al., 2012). Six TAAR mRNAs (Taar7d,e,f, Taar8b,c, and Taar9) are significantly reduced in 123Cre:Lhx2^fl/fl^ mice.

The large effects on OR mRNA abundance derive from relatively small effects on Lhx2 mRNA abundance. In samples of olfactory mucosae from 123Cre:Lhx2^fl/fl^ mice, Lhx2 mRNA is decreased by only 15% (*p* = 0.0952, *n* = 4). This small reduction in Lhx2 mRNA abundance is consistent with the data shown in Figure 1, and Figure 2*A* similarly predicts that the recombination of both *Lhx2* alleles occurs in only a fraction of immature OSNs.

The decreased abundance of OR mRNAs arises from reduced frequencies of OR expression rather than from reduced amounts of OR mRNA per OSN. For OR mRNAs that decrease in abundance, *in situ* hybridization consistently reveals fewer OSNs expressing each OR tested. Figure 3 shows an example of a moderately affected mRNA, Olfr615, along with quantitative data on differences in expression frequencies for seven ORs. Even OR genes that do not reach our conservative criteria for significance in the expression profiling experiment, such as *Olfr308*, *Olfr129*, and *Olfr615*, consistently show lower frequencies of expression. The OR mRNA in each OSN is one of the most abundant transcripts in the cell; thus, the latency to the appearance of the signal for OR mRNAs during *in situ* hybridization (<24 h in our hands) is shorter than that of most mRNAs. Allowing the reaction to develop for 48 h in conditional deletion mice does not increase the frequency of labeled OSNs.

**Figure 3.**
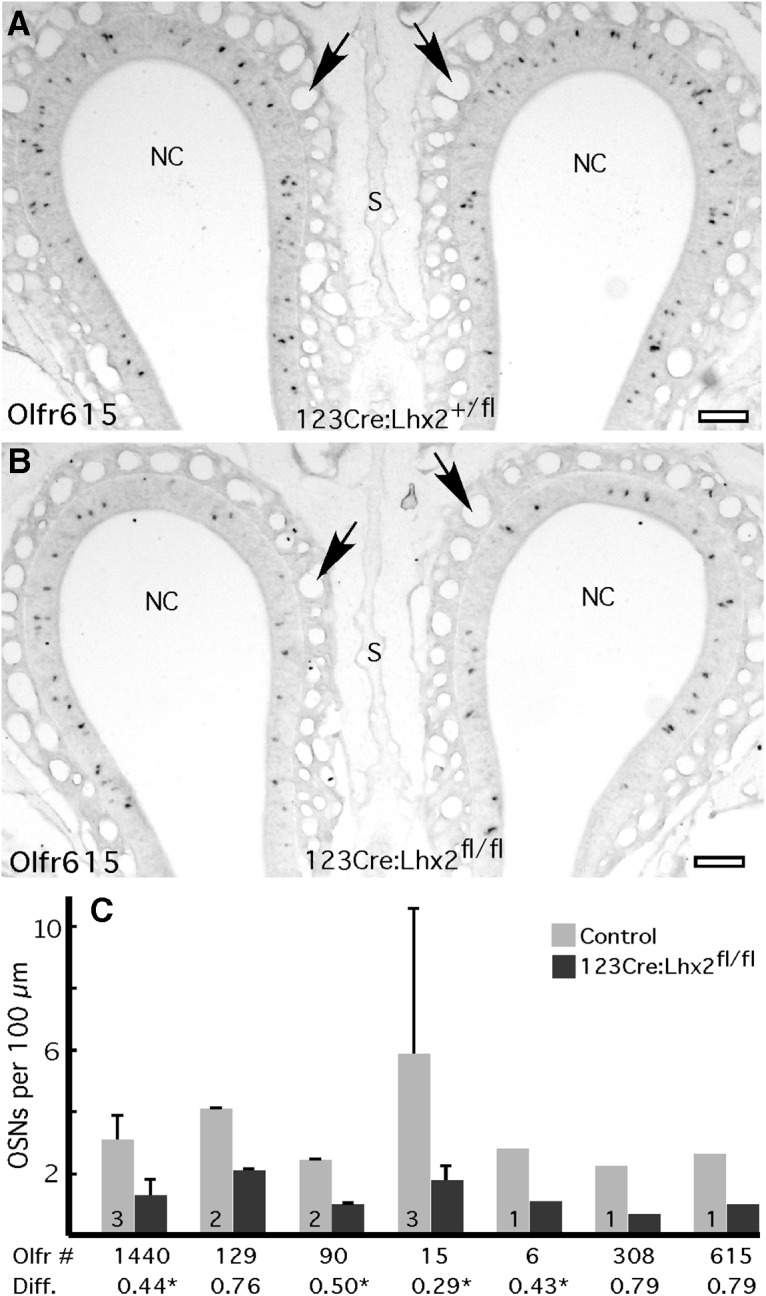
Conditional deletion of *Lhx2* in immature OSNs reduces OR gene expression frequencies. ***A***, *In situ* hybridization for *Olfr615* labels scattered OSNs in the dorsal olfactory epithelium. ***B***, In 123Cre:Lhx2^fl/fl^ mice, the frequency of OSNs expressing *Olfr615* appears to be reduced. ***C***, Normalized cell counts show that ORs are consistently less frequently expressed in 123Cre:Lhx2^fl/fl^ mice compared with littermate controls. Numbers in control bars are the numbers of littermate pairs tested. Diff., Normalized fold differences from the microarray experiment; *Significant difference (*p* < 0.01; *n* = 4; FDR <1%). NC, Air space of the nasal cavity; S, nasal septum; arrows, blood vessels in the lamina propria. Scale bars, 100 µm.

One way for the loss of Lhx2 to cause changes in OR mRNA abundance and OR expression frequency is to disrupt the patterns of zonal expression of OR genes. However, the *in situ* hybridization data reveal that reduced frequencies of OR expression are not accompanied by changes in the zonal patterns of OR expression in 123Cre:Lhx2^fl/fl^ mice. Each of the seven OR mRNAs tested in 123Cre:Lhx2^fl/fl^ mice is transcribed from a gene that continues to be expressed in the region of the olfactory epithelium in which the OR is normally expressed, albeit less frequently. Altered zonal expression patterns are not responsible for the effects that we observe.

### *Lhx2* deletion in mature OSNs decreases OR expression frequency

The data from 123Cre:Lhx2^fl/fl^ mice confirm that Lhx2 has a positive effect on OR expression and is needed for the development of normal OR expression frequencies. However, once OSNs select a single OR allele for expression and become mature OSNs, the repressive epigenetic modification of OR gene loci might be immutable, permanently preventing the expression of any other OR genes. If this is true—and if most mature OSNs survive the loss of OR expression—the deletion of *Lhx2* after OSNs reach maturity should have little effect on OR expression frequencies, but might decrease the amount of OR mRNA per OSN. Alternatively, if the feedback mechanisms that prevent the expression of additional OR genes must be continuously active in order to maintain the singularity of the OR gene choice, or if OR expression simply ceases, the loss of Lhx2 in mature OSNs could result in altered OR expression frequencies.

To drive the expression of Cre recombinase specifically in mature OSNs, we used Omp-Cre mice (Li et al., 2004). These mice have a targeted insertion of *Cre* into the *Omp* gene locus, which is expressed only in mature OSNs in the olfactory epithelium and rarely expressed in other tissues (Farbman and Margolis, 1980; Monti Graziadei, 1983). In Omp-Cre mice carrying the Z/EG reporter transgene, 41 ± 1% (*n* = 3 mice) of cells in the mature OSN layer of the epithelium show GFP fluorescence (Fig. 4*A*), demonstrating Cre recombinase activity in mature OSNs. On average, the basal end of the GFP fluorescence layer is 34.4 ± 3.6% of the distance from the basement membrane to the apical surface, which is consistent with labeling restricted to mature OSNs.

**Figure 4.**
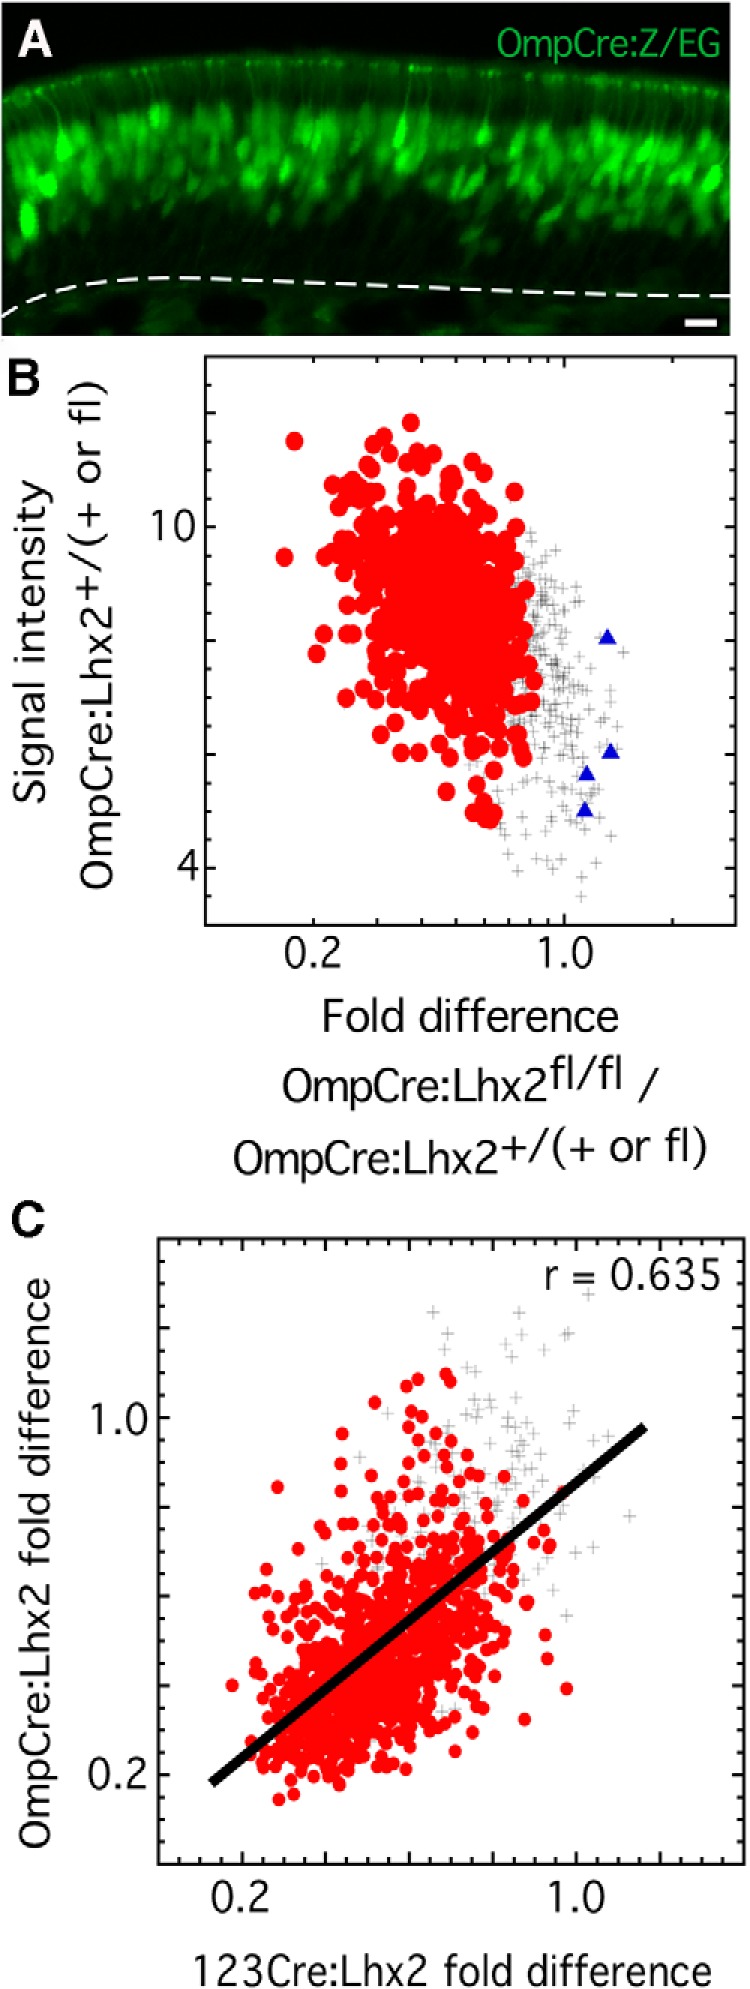
Deletion of *Lhx2* in mature OSNs decreases the abundance of most OR mRNAs. ***A***, In OmpCre:Z/EG mice, recombination-dependent GFP expression marks OSNs in the mature OSN layer. Dashed line, Location of the basal lamina separating the olfactory epithelium and lamina propria. Scale bar, 20 µm. ***B***, In OmpCre:Lhx2^fl/fl^ mice, the abundance of 765 OR mRNAs is decreased relative to littermate controls (*p* < 0.01; *n* = 4; FDR <1%). •, Significant decrease; +, no difference from littermate controls; ▴, increased abundance. ***C***, Deletion of *Lhx2* in immature OSNs (123Cre:Lhx2) and mature OSNs (OmpCre:Lhx2) produced similar effects on the abundance of most OR mRNAs relative to littermate controls. Line, Pearson linear correlation fit; •, significant decrease in at least one of the two datasets; +, no decrease compared with littermate controls.

As in 123Cre:Lhx2^fl/fl^ mice, recombination of *Lhx2* is successful in OmpCre:Lhx2^fl/fl^ mice and causes only small changes in the number of OSNs. The average decrease in Lhx2 mRNA in samples of olfactory mucosae from OmpCre:Lhx2^fl/fl^ mice is 16% (*p* = 0.002613, *n* = 4). The average abundance of 697 immature OSN-specific mRNAs in OmpCre:Lhx2^fl/fl^ mice is 1.06 ± 0.13-fold that of littermate controls, indicating that the numbers of immature OSNs are normal or perhaps slightly elevated. The average abundance of 581 mature OSN-specific mRNAs is reduced 12% on average compared with littermate controls, indicating a small reduction in the number of mature OSNs. Just as in 123Cre:Lhx2^fl/fl^ mice, OmpCre:Lhx2^fl/fl^ mice show no evidence of increased OSN turnover. We find no difference in the frequency of active Casp3-immunoreactive cells in the olfactory epithelia of these mice (*p* = 0.2473, *n* = 3 mice).

Even though Lhx2 is not lost until OSNs reach maturity in OmpCre:Lhx2^fl/fl^ mice, the effects on OR and TAAR mRNAs are as widespread as in 123Cre:Lhx2^fl/fl^ mice (Fig. 4*B*). After normalizing to 12% fewer mature OSNs, we detect decreased abundance of 765 OR mRNAs and 12 TAAR mRNAs (*p* < 0.01; *n* = 4; FDR < 1%). The significantly reduced TAAR mRNAs are Taar2, Taar3, Taar4, Taar5, Taar6, Taar7a, 7b, 7d, 7e, 7f, Taar8a, and Taar9. In addition, four OR mRNAs show significant increases in abundance. In order of decreasing fold difference, they are as follows: Olfr1465, Olfr401, Olfr574, and Olfr1462.

The similarity of effects on OR mRNA abundance in OmpCre:Lhx2^fl/fl^ mice and 123Cre:Lhx2^fl/fl^ mice suggests that Lhx2 is acting consistently on OR gene control elements at both stages of OSN differentiation. If so, the same ORs should be affected in both conditional deletion strains. This proves correct, with 530 OR mRNAs showing significant decreases in both 123Cre:Lhx2^fl/fl^ mice and OmpCre:Lhx2^fl/fl^ mice. Not only are the same ORs affected, the majority of ORs tend to show similar fold differences in abundance in OmpCre:Lhx2^fl/fl^ mice and 123Cre:Lhx2^fl/fl^ mice (Fig. 4*C*). The average reduction in OR mRNA abundance in OmpCre:Lhx2^fl/fl^ mice is 41% after normalization. For ORs that reach significance, the average reduction is 53%.

Just as in 123Cre:Lhx2^fl/fl^ mice, the decreased abundance of OR mRNAs in OmpCre:Lhx2^fl/fl^ mice is associated with decreased frequencies of expression of these ORs (Fig. 5), an effect that is not due to increased latencies for signal development during *in situ* hybridization. The four OR mRNAs that increase in abundance are more difficult to assess because they have very low expression frequencies. For example, *in situ* hybridization for Olfr1465, which shows the largest increase at 1.3-fold, detects fewer than one labeled cell per tissue section. Counts of labeled cells reveal no difference between *Lhx2* conditional deletion mice and controls (*p* = 0.3152; *n* = 3 mice), with OmpCre:Lhx2^fl/fl^ mice at 0.42 ± 0.38 cells per tissue section and littermate controls at 0.66 ± 0.70 cells per tissue section.

**Figure 5.**
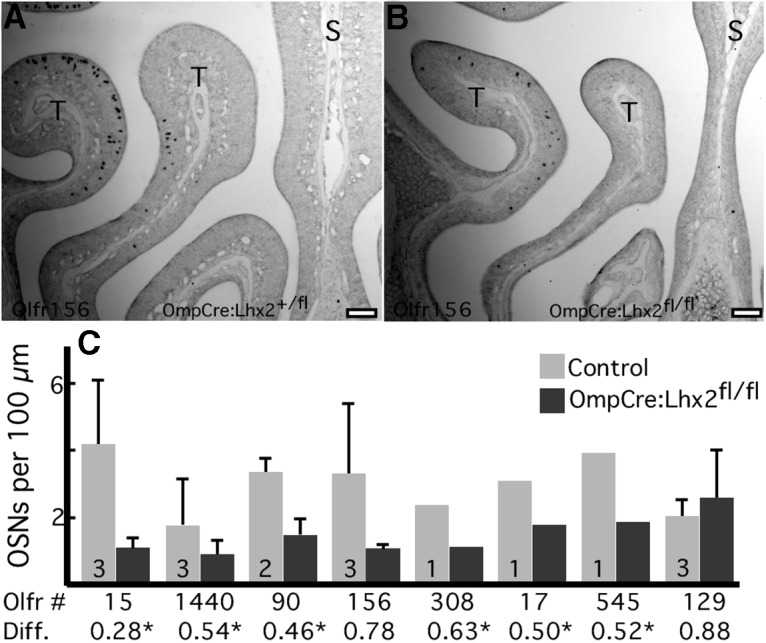
Conditional deletion of *Lhx2* in mature OSNs reduces OR expression frequencies. ***A***, *In situ* hybridization shows that *Olfr156* is expressed in scattered OSNs in the ventral olfactory epithelium. ***B***, In OmpCre:Lhx2^fl/fl^ mice, the frequency of OSNs expressing *Olfr156* is reduced. ***C***, Normalized cell counts from *in situ* hybridization images show that the ORs tested are less frequently expressed in OmpCre:Lhx2^fl/fl^ mice compared with littermate controls, which is in agreement with normalized fold differences (Diff.) measured in the microarray experiment. *Significant difference (*p* < 0.01; *n* = 4; FDR < 1%). T, Turbinate; S, nasal septum. Scale bars, 100 µm.

### *Emx2* deletion in OSNs has small effects on OR expression

OR expression is not completely lost after conditional deletion of *Lhx2* in OSNs. Incomplete deletion of *Lhx2* across the population of OSNs must be responsible for much of the continued expression of ORs, but contributions from other mechanisms are also possible. For example, other transcription factors might substitute for Lhx2 or may be sufficient in some cases to drive OR gene transcription by themselves. Among homeodomain transcription factors that could substitute for Lhx2, the most promising candidate is Emx2. Like Lhx2, Emx2 was captured in a yeast one-hybrid assay using an OR promoter sequence (Hirota and Mombaerts, 2004). Embryonic mice with a germ-line deletion of *Emx2* show altered abundance of many OR mRNAs due to altered expression frequencies (McIntyre et al., 2008). Reassessing these data using the normalization procedure applied to our conditional *Lhx2* mutant data, 159 OR mRNAs are significantly decreased, and 52 are increased in the germ-line *Emx2* deletion (*p* < 0.05; FDR < 10%). We tested whether delaying the deletion of *Emx2* until the OSN cell lineage reaches the OSN stages would have similar effects by breeding 123Cre:Emx2^fl/fl^ mice and OmpCre:Emx2^fl/fl^ mice.

In both strains, the *Emx2* gene locus is successfully recombined. In 123Cre:Emx2^fl/fl^ mice, Emx2 mRNA is reduced by 48% (*p* = 0.00001; *n* = 4). In OmpCre:Emx2^fl/fl^ mice, Emx2 mRNA is decreased 32% (*p* = 0.00059; *n* = 4). Lhx2 mRNA abundance is not affected in either 123Cre:Emx2^fl/fl^ mice (fold difference, 0.99, *p* = 0.9343; *n* = 4) or OmpCre:Emx2^fl/fl^ mice (fold difference, 1.03, *p* = 0.6205; *n* = 4). Unlike germ-line deletion of *Emx2*, the numbers of mature and immature OSNs are unaffected after conditional *Emx2* deletion.

OR mRNA abundance is only mildly affected by conditional deletion of *Emx2* in OSNs. Only 34 OR mRNAs show *p* < 0.01 in these experiments (Table 3), and none of these have an FDR of <1%. In 123Cre:Emx2^fl/fl^ mice, 6 of these 34 OR mRNAs increase in abundance, but these same mRNAs are not significantly more abundant in OmpCre:Emx2^fl/fl^ mice. The values in Table 3 suggest that the magnitude of the effects of Emx2 deletion differ between the two strains, a hypothesis that proves true. The average absolute value of the fold difference in 123Cre:Emx2^fl/fl^ mice compared with littermate controls is 0.34 ± 0.21, compared with 0.21 ± 0.12 for OmpCre:Emx2^fl/fl^ mice (*p* = 0.0064, *n* = 4; two-tailed paired *t* test). The ability of Emx2 to impact OR expression appears to decrease with OSN maturation.

**Table 3.** OR mRNAs significantly affected in conditional *Emx2* deletion mutants

Gene symbol	123Cre:Emx2 fold difference	OmpCre:Emx2 fold difference
*Olfr1087*	0.5583*	0.7984
*Olfr11*	0.7444	0.7893*
*Olfr111*	0.6708*	0.7826
*Olfr12*	1.0522	0.8621*
*Olfr1249*	0.7437	0.7533*
*Olfr1277*	1.1381	0.6814*
*Olfr130*	0.9735	0.8090*
*Olfr1309*	0.9657	0.7151*
*Olfr1325*	0.4873	0.6895*
*Olfr1355*	0.6195*	0.7902
*Olfr1359*	0.5582	0.4949*
*Olfr1364*	0.7881	0.7082*
*Olfr1419*	0.6804*	0.7846*
*Olfr1424*	0.5759*	0.6292*
*Olfr1425*	0.8455	0.7678
*Olfr144*	1.8484*	0.9650
*Olfr1457*	0.8257	0.7559*
*Olfr1495*	0.6704*	1.0229
*Olfr15*	1.6782*	1.1469
*Olfr214*	1.7787*	0.8971
*Olfr222*	0.6071*	0.6777*
*Olfr270*	0.4249*	0.8188
*Olfr283*	0.8051*	0.8693
*Olfr291*	0.6210*	0.8153
*Olfr298*	0.3893	0.5313*
*Olfr335*	1.1136*	1.0004
*Olfr361*	0.7965	0.7296*
*Olfr42*	0.8677	0.5843*
*Olfr523*	0.8668*	0.8304
*Olfr71*	0.7472	0.8246*
*Olfr801*	0.4410*	0.8148
*Olfr90*	1.6394*	1.0124
*Olfr91*	1.3067*	0.8880
*Olfr99*	0.6356*	0.8504

* Significant difference.

Only 3 of these 34 OR mRNAs are significantly decreased in both conditional *Emx2* deletion strains. In addition, most of these 34 ORs are not specifically dependent on Emx2. Only six of them are not significantly decreased after the deletion of *Lhx2* in either immature or mature OSNs (Olfr11, Olfr71, Olfr111, Olfr270, Olfr1249, and Olfr1457).

### Additive effect of conditional deletion of both *Lhx2* and *Emx2*

Given that OR gene expression is sensitive to Lhx2 and to Emx2, the simultaneous loss of both might reveal epistasis or compensatory effects. To test this hypothesis, we generated 123Cre:Lhx2^fl/fl^:Emx2^fl/fl^ mice.

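RNA from the olfactory mucosa of 3 double knockout mice (123Cre:Lhx2fl/fl:Emx2fl/fl) and 4 littermate controls at P26 was measured on 1 Mouse Gene 1.0 ST array per mouse. Of the controls, 2 carried 123Cre and 2 did not, and none had more than 1 floxed allele of Lhx2 or of Emx2. The paper counts 4 double mutants, of which 3 were analysed here. The values are the authors' log2 signals of transcript clusters from Affymetrix Expression Console, whose summarization and normalization methods are not given in the sources used here. Array medians lay between 8.47 and 8.56. Differences between the groups were tested with limma over 23215 transcript clusters with a listed gene. OR and TAAR mRNAs were compared after adding 0.43 to the log2 signals of the double knockouts, which corrects for the paper's factor of 74% for mature OSN mRNAs, and were called at an adjusted p under 0.01. Other mRNAs were compared as the values stand and called at an adjusted p under 0.05. The number of arrays limits the precision.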

In 123Cre:Lhx2^fl/fl^:Emx2^fl/fl^ mice, Emx2 mRNA is decreased by 57% (*p* = 0.0005; *n* = 4) and Lhx2 mRNA is decreased by 27% (*p* = 0.0005; *n* = 4). 

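Emx2 mRNA, which encodes the homeodomain transcription factor targeted together with Lhx2, decreased by 56.4% in the double knockout mice. Its log2 signal was 10.53 ± 0.09 (SD, n = 4) in controls and 9.33 ± 0.32 (SD, n = 3) in double knockouts. The log2 difference was -1.20 (standard error 0.14, adjusted p = 0.0007 from limma). Lhx2 mRNA decreased by 27.4%, from 12.80 ± 0.11 (SD, n = 4) to 12.33 ± 0.09 (SD, n = 3). This is a log2 difference of -0.46 (standard error 0.08, adjusted p = 0.0039). For both mRNAs every double knockout lay below every control (exact permutation test, two-sided, p = 0.0286, the smallest possible with 3 mice against 4). Each transcript cluster combines the probe sets of all exons of its gene, so those of Lhx2 outside the floxed region contribute to its signal.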

Immature OSN-specific mRNAs show a small increase on average, a fold difference of 1.11 ± 0.20% (*n* = 4 mice), arguing that the immature OSN number may be slightly increased. 

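Nhlh2 and Nhlh1, which encode transcription factors of newly formed neurons, rose by 0.72 (standard error 0.09, adjusted p = 0.00112) and 0.61 (standard error 0.09, adjusted p = 0.00173) on the log2 scale. Marcksl1, whose protein binds actin in growing neurites, rose by 0.59 (standard error 0.06, adjusted p = 0.00042). Dpysl3 and Tubb3 rose by 0.35 and 0.22. Trib3, a pseudokinase of the stress response, fell by 0.70 (standard error 0.13, adjusted p = 0.00678). Robo2 and Dcx fell, with log2 differences of -0.51 and -0.31. Gap43, the growth cone protein often used to mark immature OSNs, fell by 0.26 (standard error 0.07, adjusted p = 0.0267). The Gap43 call was lost without double knockout 34 (adjusted p = 0.104) or 76 (0.0833) and without control 78 (0.059) or 79 (0.0701), within a range of 0.00175 to 0.118 over all settings. Of 16 immature OSN mRNAs, 5 rose, 4 fell and 7 did not pass the test (6 rose and 5 fell when adjusted over the list alone). Dpysl3, Tubb3, Robo2 and Dcx were picked out after their values were seen. The mean fold difference of the list was 1.07 ± 0.30 (SD over the mRNAs), and the mean log2 difference was 0.05. On balance the list moved upward (fry adjusted p = 0.0246). A different test, camera, which compares the list with other genes, gave adjusted p = 0.804 with an estimated correlation. The call of the list was lost without control 33 (adjusted p = 0.418) and without double knockout 91 (adjusted p = 0.106), and its adjusted p ranged from 0.0086 to 0.804 over the settings. Compared between mice, the list mean gave p = 0.0857 (exact permutation test, two-sided).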

Mature OSN-specific mRNAs show a small decrease, an average fold difference of 74 ± 25% (*n* = 4 mice). 

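Omp, the olfactory marker protein of mature OSNs, fell from a log2 signal of 14.10 ± 0.03 (SD, n = 4) in controls to 13.13 ± 0.10 (SD, n = 3) in double knockouts. Its fold difference was 0.510 (standard error 0.06 on the log2 scale, adjusted p = 3.52e-05). Cnga4, a subunit of the olfactory transduction channel, fell by 1.45 on the log2 scale (standard error 0.08, adjusted p = 2.17e-05). Larger falls were found for the membrane proteins Lrrc3b (-1.77, standard error 0.14) and Faim2 (-1.73, standard error 0.07) and for the adhesion molecule Kirrel2 (-1.52, standard error 0.16). Of 24 mature OSN mRNAs, 23 fell and none rose, and the counts were 23 and 0 when adjusted over the list alone. The exception was Doc2g, singled out after its value was seen, with a log2 difference of 0.06 (standard error 0.11, adjusted p = 0.783). The mean fold difference of the list was 55.9% ± 17.5 (SD over the mRNAs). As a set the list fell (fry adjusted p = 0.000127). A different test, camera, which compares the list with other genes, gave adjusted p = 0.176 with an estimated correlation.

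**Figure D1:**
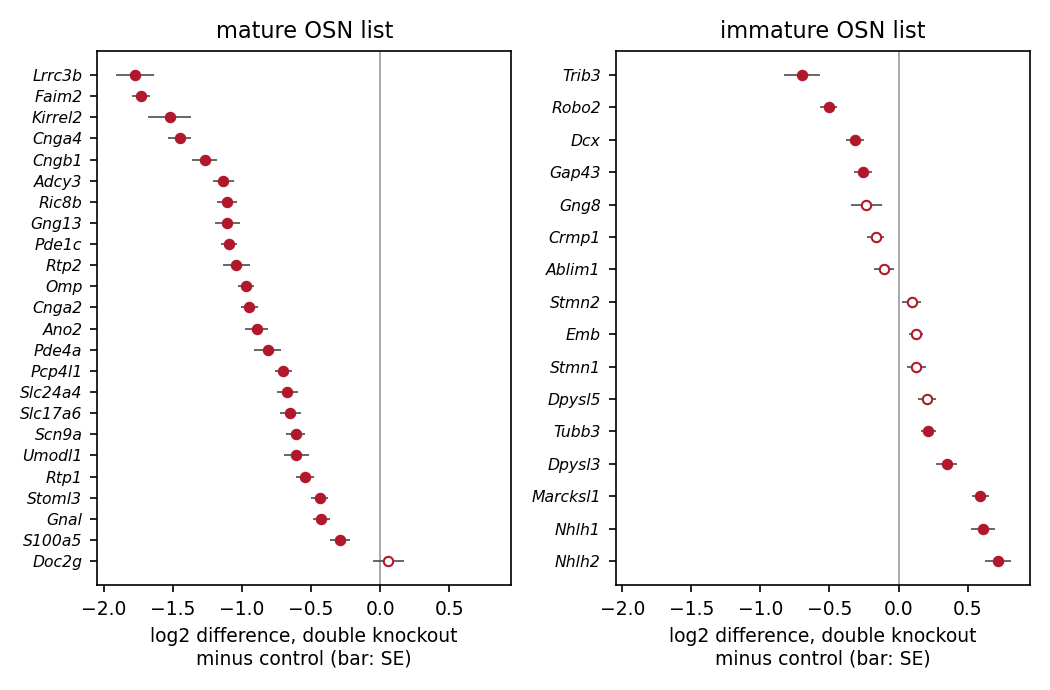
Log2 difference between double knockout (n = 3) and control mice (n = 4) for each mRNA of the mature and immature OSN lists, with standard errors. Filled points have an adjusted p under 0.05 from limma and open points do not: 23 of the 24 mature OSN mRNAs lie below 0, while the immature OSN mRNAs lie on both sides.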

Just as with the other conditional deletion strains tested, this decrease in the number of mature OSNs is not associated with detectably increased OSN turnover. The frequency of active Casp3-immunoreactive cells in the olfactory epithelia of 123Cre:Lhx2^fl/fl^:Emx2^fl/fl^ mice is not different from that of littermate controls (*p* = 0.5271; *n* = 3).

Fewer than 700 OR mRNAs meet our criteria for significant differences after the loss of either Lhx2 or Emx2 at the immature OSN stage. The loss of both homeodomain transcription factors at this stage reduces the abundance of 755 OR mRNAs and increases the abundance of 10 others (Fig. 6). This is not much more than an additive effect, arguing that Lhx2 and Emx2 lack epistasis and do not compensate for each other.

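Olfr729 and Olfr727 mRNAs showed the largest falls among the ORs, to 0.119 and 0.123 of the control signal after adjustment for the number of mature OSNs. Before adjustment, the Olfr729 signal went from 10.35 ± 0.26 (SD, n = 4) in controls to 6.85 ± 0.21 (SD, n = 3) in double knockouts. Its adjusted log2 difference was -3.07 (standard error 0.16, adjusted p = 3.16e-05), and that of Olfr727 was -3.02 (standard error 0.14, adjusted p = 3.1e-05). Next came Olfr191 (0.132), Olfr948 (0.138), Olfr536 (0.139), Olfr1312 (0.142), Olfr166 (0.144), Olfr291 (0.144), Olfr1281 (0.144) and Olfr170 (0.145), given as normalized fold differences. Of 1015 OR mRNAs, 663 were lower, 15 were higher and 337 did not pass the test. Before any test, 935 of them had a normalized fold difference below 1. The median fold difference of the lower ORs was 0.351, and 141 of them fell below 0.25 of control. Over all ORs the mean adjusted log2 difference was -1.14 (SD over the ORs 0.78), a fold of 0.455. The count of lower ORs dropped to 439 with the normalization factor of the 24 mature OSN mRNAs, to 413 with only the 123Cre controls and to 408 with the methods' t-test after adjustment of p. At an unadjusted p under 0.01 the methods' t-test gave 680 lower and 18 higher ORs. ORs that did not pass had weaker control signals (median 7.81) than the lower ORs (median 9.07). The paper reasons from the number of affected OR mRNAs, set against those of the single deletions, that the effects of both transcription factors are close to additive, and argues against epistasis and compensation between Lhx2 and Emx2.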

**Figure 6.**
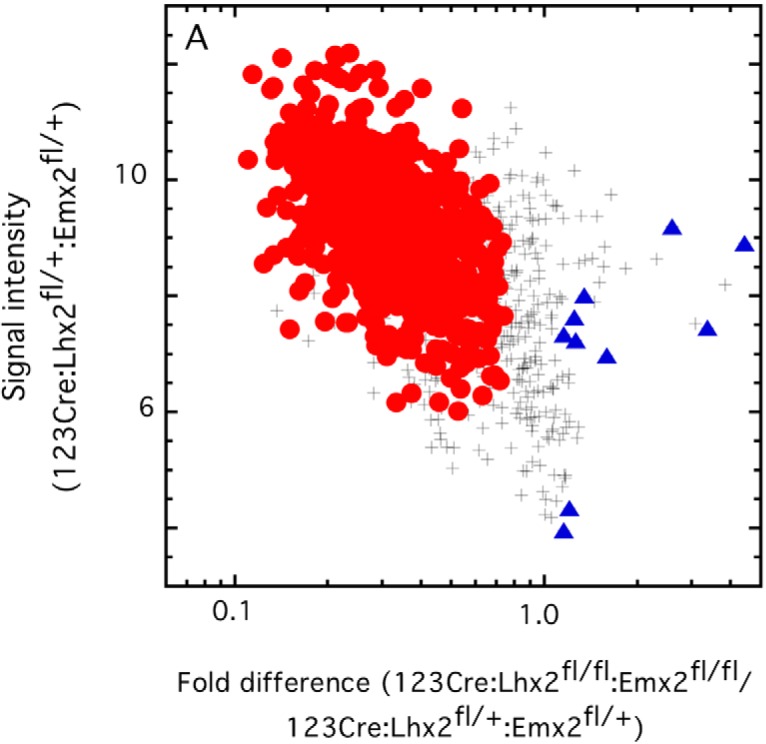
Conditional deletion of both *Lhx2* and *Emx2* in immature OSNs decreases the abundance of 755 OR mRNAs and increases the abundance of 10 OR mRNAs. •, Significant decrease; +, no difference from littermate controls; ▴, increased abundance.

Among the Taar mRNAs, Taar2, Taar3, Taar4, Taar5, Taar6, Taar7a, 7b, 7d, 7e, 7f, and Taar9 are decreased. 

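Taar3, which encodes a receptor for volatile amines, fell to 0.254 of control after adjustment for mature OSN number (log2 difference -1.98, standard error 0.29, adjusted p = 0.00247). Taar7d fell to 0.261 (standard error 0.13, adjusted p = 7.62e-05) and Taar7b to 0.272 (standard error 0.09, adjusted p = 3.16e-05). The normalized fold differences of the other lower Taar mRNAs were 0.290 for Taar4, 0.298 for Taar7e, 0.318 for Taar9, 0.389 for Taar6, 0.416 for Taar2 and 0.453 for Taar7f. In all, 9 of 13 Taar mRNAs were lower at an adjusted p under 0.01, and 4 with the methods' t-test. Taar5 did not pass, with an adjusted log2 difference of -0.05 (standard error 0.11, adjusted p = 0.795). Its signal was 7.36 ± 0.10 (SD, n = 3) in double knockouts and 7.85 ± 0.19 (SD, n = 4) in controls, a log2 difference of -0.49 without the adjustment (adjusted p = 0.0137 from limma). Under the settings tried, its adjusted p ranged from 0.0137 to 0.989, and its sign turned with the factor of the mature OSN list (0.42), quantile normalization (0.05), array weights (0.05) or without control 78 (0.01). The Taar2 call was lost without any 1 of the 7 mice (adjusted p from 0.0104 to 0.0217). Leaving out double knockout 34, 76 or 91 ended the calls of Taar3 (adjusted p = 0.0114, 0.0140 and 0.0111) and of Taar9 (0.0143, 0.0168 and 0.0136).

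**Figure D2:**
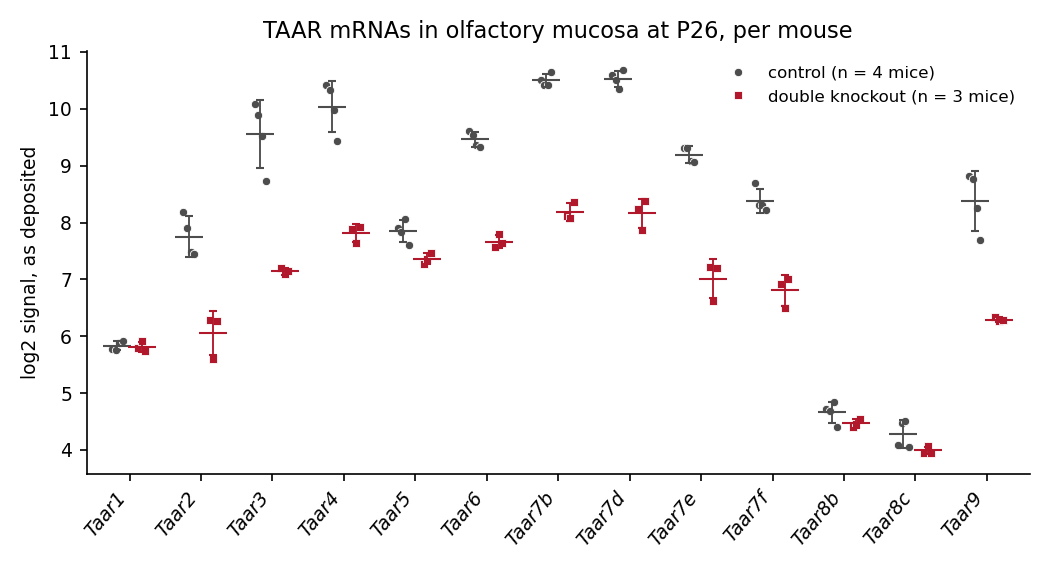
Log2 signal of the 13 Taar mRNAs in each mouse, as deposited, with the mean and SD of 4 controls (circles) and 3 double knockouts (squares). The double knockouts lie apart from the controls for Taar7b and Taar7d, and overlap with them for Taar1.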

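Taar8b and Taar8c, members of the Taar8 subfamily, had weak signals in all mice. Taar8b measured 4.47 ± 0.07 (SD, n = 3) in double knockouts and 4.66 ± 0.18 (SD, n = 4) in controls, while the lowest value of any cluster lay between 3.07 and 3.19 on these arrays. Its adjusted log2 difference was 0.24 (standard error 0.10, adjusted p = 0.134) and that of Taar8c was 0.14 (standard error 0.13, adjusted p = 0.492). Without adjustment for mature OSN number both had the opposite sign, at -0.20 and -0.29. With the factor of the mature OSN list, Taar8b was called higher (0.71, adjusted p = 0.00262, within a range of 0.00262 to 0.451 over the settings). Taar1, which is best known from tissues other than the olfactory epithelium, measured 5.82 ± 0.09 (SD, n = 3) and 5.83 ± 0.08 (SD, n = 4). Its adjusted log2 difference of 0.42 (standard error 0.07, adjusted p = 0.0039) rests on the adjustment, since the difference was -0.01 without it (adjusted p = 0.920). Without control 33 or 35, or without double knockout 34 or 76, its adjusted p was between 0.0106 and 0.0206. Taar7a and Taar8a share their transcript clusters with relatives in the array annotation and have no value here. The paper differs for Taar7a, since it names only Taar8a as ambiguous and lists Taar7a as decreased.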

Only the mRNAs of the members of the Taar8 subfamily are not significantly affected.

As in all other mutant strains we tested, changes in OR mRNA abundance in 123Cre:Lhx2^fl/fl^:Emx2^fl/fl^ mice are due to changes in the frequency of OR gene expression (Fig. 7). 

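Olfr156 mRNA had a normalized fold difference of 0.785 in double knockouts, and Olfr129 mRNA one of 0.824. The Olfr156 signal was 6.4 ± 0.20 (SD, n = 3) in double knockouts and 7.18 ± 0.27 (SD, n = 4) in controls. After adjustment for mature OSN number the log2 difference was -0.35 (standard error 0.16, adjusted p = 0.150 from limma), which did not pass. It passed without that adjustment (-0.78, adjusted p = 0.00935) and with array weights (adjusted p = 0.00515), and its adjusted p reached 0.662 over the settings. For Olfr129 the adjusted log2 difference was -0.28 (standard error 0.15, adjusted p = 0.233), and -0.71 without the adjustment (adjusted p = 0.0120). With the factor of the mature OSN list, the sign turned for both, to 0.12 for Olfr156 and 0.19 for Olfr129.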

Even some OR genes whose mRNAs did not reach significance in the microarray experiment, such as *Olfr156*, tend to show reduced frequencies of expression (Fig. 7*C*). OR genes that increase in expression frequency in Emx2-null mice, such as *Olfr90* and *Olfr15* (McIntyre et al., 2008), show reduced expression frequency when both Lhx2 and Emx2 are absent. These findings reinforce the conclusion that OR gene expression depends more directly and strongly on Lhx2 than Emx2.

**Figure 7.**
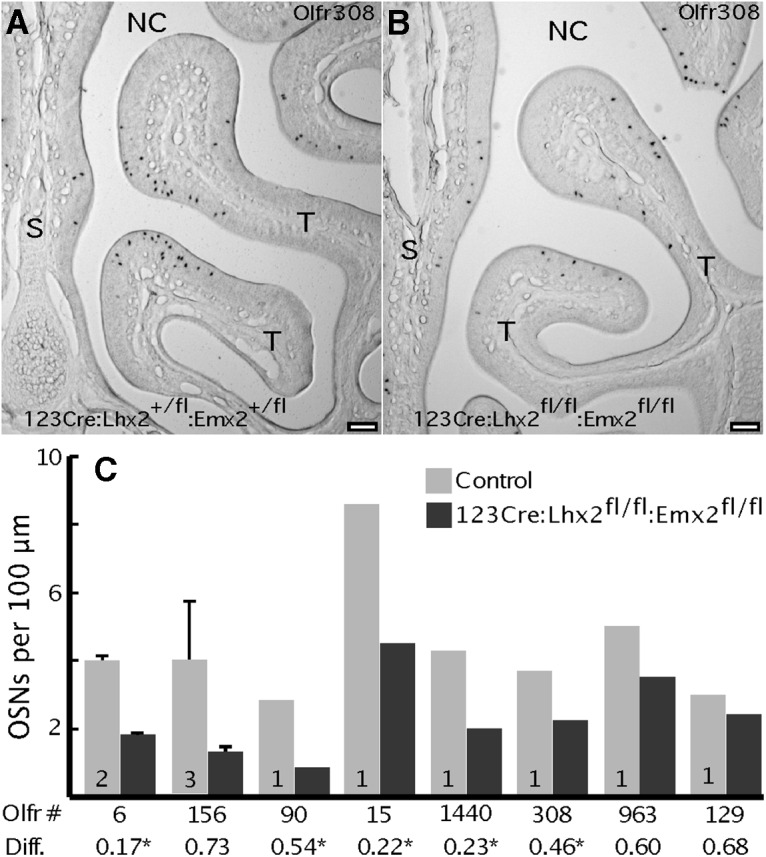
Conditional deletion of both *Lhx2* and *Emx2* in immature OSNs reduces OR expression frequencies. ***A***, *In situ* hybridization shows that *Olfr308* is expressed in scattered OSNs in the ventral olfactory epithelium. ***B***, In 123Cre:Lhx2^fl/fl^:Emx2^fl/fl^ mice, the frequency of OSNs expressing *Olfr308* appears to be reduced. NC, Air space of the nasal cavity; S, nasal septum; T, turbinate. Scale bars, 100 µm. ***C***, Normalized cell counts from *in situ* hybridization images show that ORs are less frequently expressed in 123Cre:Lhx2^fl/fl^:Emx2^fl/fl^ mice compared with littermate controls. Diff., Normalized fold differences from the microarray experiment. *Significant difference (p 0.01; n 4; FDR 1%).

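Olfr6 mRNA had the lowest normalized fold difference of these ORs, 0.180 (adjusted log2 difference -2.48, standard error 0.15, adjusted p = 5.58e-05). Olfr1440 fell to 0.247 (-2.02, standard error 0.19, adjusted p = 0.00033) and Olfr90 to 0.584 (-0.78, standard error 0.12, adjusted p = 0.00284). Olfr963 fell to 0.641 (-0.64, standard error 0.13, adjusted p = 0.0088). Olfr308 had a fold difference of 0.491 and did not pass (-1.03, standard error 0.28, adjusted p = 0.0310). Its signal varied more between mice, at 7.20 ± 0.50 (SD, n = 3) in double knockouts and 8.66 ± 0.40 (SD, n = 4) in controls. Every double knockout lay below every control for these 5 ORs before adjustment (exact permutation test, two-sided, p = 0.0286, the smallest possible). Olfr308 passed without the adjustment for mature OSN number (adjusted p = 0.00748) and with p adjusted over receptors alone (0.0089), and its adjusted p reached 0.197 over the settings. The Olfr90 call was lost without double knockout 34 (adjusted p = 0.0153) or 76 (0.0155), and that of Olfr963 without any mouse but double knockout 91 (adjusted p up to 0.0392).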

### Zonal expansion suggests different roles for Lhx2 and Emx2

Conditional deletion of *Lhx2* or *Emx2* in OSNs almost never has effects on the zonal expression of ORs. *In situ* hybridization data for 11 OR mRNAs showed a shift in the zonal pattern in only one OR gene, *Olfr15*. We previously demonstrated that Olfr15 mRNA increases in embryos with germ-line deletions of *Emx2* (McIntyre et al., 2008). The increase is mostly due to increased expression frequency within the normal ventral expression zone of *Olfr15*, but the expansion of expression into the dorsal OR expression zone of the olfactory epithelium also contributes. We find this zonal expansion effect in all the conditional *Emx2* deletion strains tested. We note that *Olfr15* may be unusually susceptible to zonal misexpression. Across several dozen tissue sections from control littermates, we have observed three instances where a single dorsal zone OSN misexpresses *Olfr15*. The image shown in Figure 8*C* was chosen to illustrate one of these three instances.

**Figure 8.**
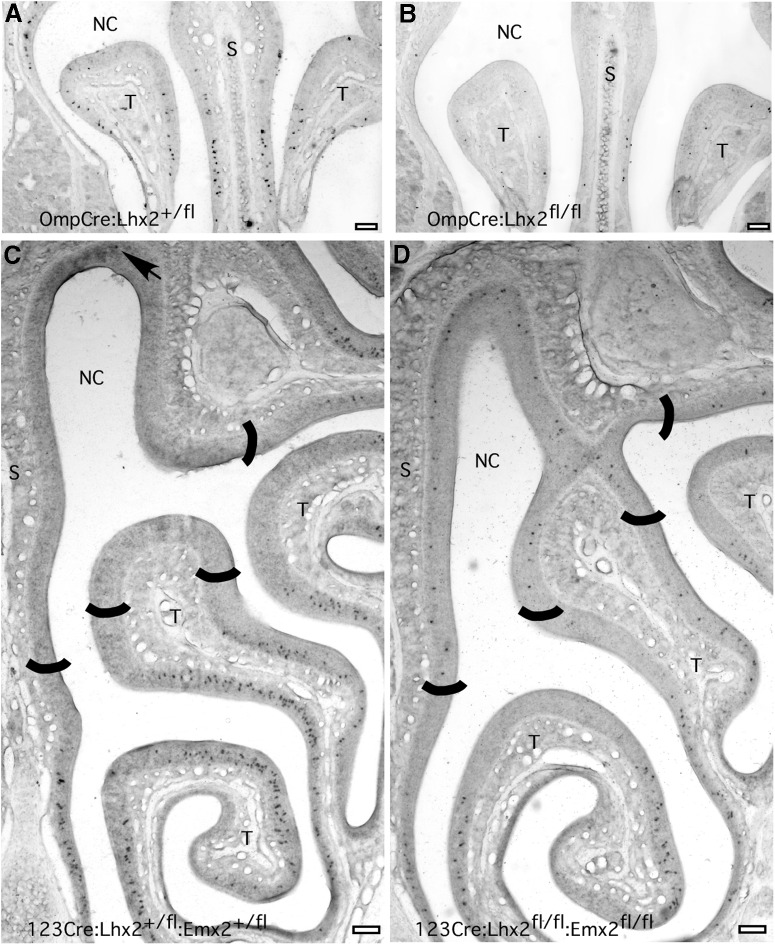
The absence of Lhx2 and the absence of Emx2 have distinctly different effects on *Olfr15* expression frequency. ***A***, *In situ* hybridization image showing normal *Olfr15* expression in the ventral region of the olfactory epithelium in a littermate control. ***B***, When *Lhx2* is deleted in OSNs, *Olfr15* expression frequency decreases. ***C***, An image of the left half of a more caudal section from a littermate control shows the normal expression of *Olfr15* in the ventral olfactory epithelium. This image shows one of the rare instances of the misexpression of *Olfr15* in the dorsal olfactory epithelium in control genotypes (arrow). ***D***, When both *Lhx2* and *Emx2* are deleted, *Olfr15* expression frequency decreases in the ventral region, where it is normally expressed, but misexpression increases in the dorsal region. The approximate boundaries between dorsal and ventral olfactory epithelium are marked in ***C*** and ***D***. NC, Air space of the nasal cavity; S, nasal septum; T, turbinate. Scale bars, 100 µm.

In contrast to the increase in *Olfr15* expression frequency in both ventral and dorsal regions of the olfactory epithelium after the deletion of *Emx2*, when *Lhx2* is deleted in either immature or mature OSNs, *Olfr15* expression frequency is reduced (Fig. 8*A*,*B*). 

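Olfr15 mRNA fell to 0.236 of control in double knockout mice after adjustment for the number of mature OSNs. Its log2 signal was 11.75 ± 0.16 (SD, n = 4) in controls and 9.23 ± 0.08 (SD, n = 3) in double knockouts. The adjusted log2 difference was -2.08 (standard error 0.09, adjusted p = 3.1e-05 from limma). The array measures RNA of the whole olfactory mucosa and so gives no value for the ventral and dorsal zones apart.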

Olfr15 mRNA is also decreased when both *Lhx2* and *Emx2* are deleted, but *in situ* hybridization data reveal that this overall decrease obscures a zone-specific increase in *Olfr15* expression. In these double mutants, *Olfr15* expression is indeed decreased within its normal ventral expression zone, but the expansion of *Olfr15* expression into the dorsal zone that results from the loss of Emx2 is also apparent (Fig. 8*C*,*D*).

These findings suggest that Lhx2 and Emx2 play distinctly different roles in controlling OR expression, at least for some ORs. The absence of Lhx2 makes *Olfr15* less likely to be expressed, the same effect that the absence of Lhx2 has on other ORs. In contrast, the absence of Emx2 makes *Olfr15* more likely to be expressed, as if Emx2 helps to control the availability of *Olfr15* for expression.

### OSN turnover is unchanged in conditional *Lhx2* deletion mutants

Small reductions in mature OSN numbers accompany the reduced frequency of OR expression when *Lhx2* is deleted in OSNs, a finding that could indicate an alternative cause for altered OR expression. Increased turnover of OSNs could disrupt normal OSN development and lead to altered OR expression frequencies, similar to the effects seen at long survival times after unilateral naris occlusion or when olfactory neurogenesis is disrupted (Coppola and Waggener, 2012; Zhao et al., 2013). However, none of the strains show an increase in the frequency of cells immunoreactive for activated Casp3 (Fig. 9*A*,*B*). This evidence of normal OSN turnover is also supported by the lack of difference in the frequency of mitosis among basal cells (phosphorylated histone 3 immunoreactivity; Fig. 9*C*,*D*). Basal cell mitosis would increase if OSN turnover increased as tissue homeostasis mechanisms attempt to maintain normal numbers of OSNs. As is typical for juvenile mice reared in modern barrier housing facilities, most tissue sections show no cells immunoreactive for phosphorylated histone 3. Occasional sections show one or two dividing cells, and even more rare are sections with small clusters of dividing cells. The latter makes for substantial variation in cell counts. For example, the large difference in average counts between null mutants and littermate controls in 123Cre:Lhx2 mice (Fig. 9*D*) does not reach significance after correction for multiple testing (*q* = 0.3525; *n* = 3 mice).

**Figure 9.**
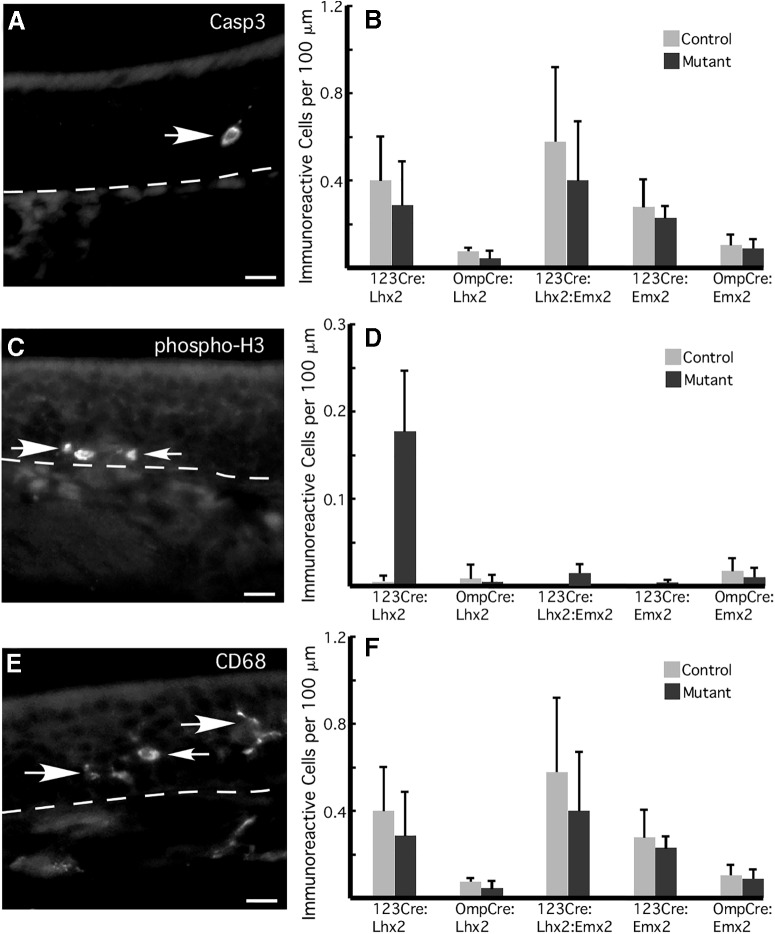
OSN turnover in Lhx2 and Emx2 mutant mice is indistinguishable from that of littermate controls. ***A***, Image of active caspase 3 immunoreactivity showing a cell undergoing apoptosis in the OSN layer of the olfactory epithelium (arrow). ***B***, Counts of the number of active caspase 3 immunoreactive OSNs reveal no significant differences between mutant mice and control littermates (*n* = 3 mice). ***C***, Phosphorylated histone 3 (phospho-H3) immunoreactivity in the basal cell layer identifies basal cells undergoing mitosis (arrows). ***D***, Quantification of phosphorylated histone 3 immunoreactive basal cells shows no significant differences between mutant mice and control littermates (*n* = 3 mice). ***E***, CD68 immunoreactivity identifies activated macrophages (arrows). ***F***, Quantification of CD68-immunoreactive macrophages in the olfactory epithelium reveals no significant differences between mutant mice and control littermates (*n* = 3 mice). Dashed lines, Location of the basal lamina. Scale bars, 50 µm.

Additional supporting evidence is the absence of an increase in CD68-immunoreactive macrophages in the olfactory epithelium (Fig. 9*E*,*F*). Macrophages respond to increased OSN turnover in order to help clear cell debris from the olfactory epithelium (Suzuki et al., 1995; Blomster et al., 2011; Heron et al., 2013).

In none of the five conditional deletion strains that we bred do we observe reduced numbers of immature OSNs. Instead, the absence of Lhx2 tends to cause small increases in immature OSNs in juvenile mice, contributing to a negative correlation between the numbers of mature and immature OSNs (*r* = 0.86). This is distinctly different from germ-line deletion of *Lhx2*, where both mature and immature OSNs are reduced (Kolterud et al., 2004). Overall, our data suggest that conditional deletion of *Lhx2* in OSNs leads to olfactory epithelia that have a slightly altered balance between numbers of immature and mature OSNs, but no detectable change in OSN turnover.

## Discussion

We assessed the effects of conditional deletion in OSNs of *Lhx2* and *Emx2* on OR expression. Unlike previous strategies that cause the loss of essentially all mature OSNs in *Lhx2* mutant mice (Hirota et al., 2007; Berghard et al., 2012), our strategy results in nearly normal numbers of OSNs, allowing us to reliably measure effects of the absence of Lhx2 on OR gene expression. We find that OR expression depends greatly upon Lhx2, and to a much lesser extent upon Emx2. Deleting *Lhx2* after OSN maturation is equivalent to the deletion of *Lhx2* that begins in immature OSNs, arguing that Lhx2 has the same role in regulating OR expression in both mature and immature OSNs. Emx2 may help to drive OR expression just like Lhx2, but it also has a distinctly different role that may involve controlling the availability of some OR genes for expression.

### Nearly all ORs and TAARs depend on Lhx2

All three conditional *Lhx2* deletion strains show the same effect, large decreases in the abundance of OR mRNAs far beyond what can be explained by small reductions in the number of mature OSNs. 

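In the double knockout strain, the mean log2 signal of the OR mRNAs was 7.01 ± 0.14 (SD, n = 3), against 8.58 ± 0.14 (SD, n = 4) in controls. The corresponding means of the 24 mature OSN mRNAs, which include Omp and the transduction channel subunit Cnga4, were 11.66 ± 0.10 (SD, n = 3) and 12.56 ± 0.04 (SD, n = 4). Without any adjustment, the ORs fell by 1.57 and the mature OSN mRNAs fell by 0.91. Within each array, the mean of the ORs less that of the mature OSN mRNAs fell by 0.67, a fold of 0.630. This difference separated the 3 double knockouts from the 4 controls (exact permutation test, two-sided, p = 0.0286, the smallest possible). Of the 1015 ORs, 813 fell further than the mean of the mature OSN mRNAs. A fall larger than that of Lrrc3b, the mature OSN mRNA with the largest fall, was found for 416 ORs. Mature OSN mRNAs and OR mRNAs come from the same cells, and the counts of ORs are not independent of each other.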

At the cellular level, this manifests as altered frequencies of OR expression.

Of the 1098 mRNAs encoding functional ORs that we measured, 965 are significantly decreased in at least one conditional *Lhx2* deletion strain. If we also include those OR mRNAs that displayed a tendency to differ (0.01 > *p* < 0.05), then only 44 OR mRNAs are consistently unaffected by the loss of Lhx2. Consistent with a critical role for Lhx2 in the expression of ORs, the ORs insensitive to the loss of Lhx2 tend to be expressed at low frequencies.

Loss of Lhx2 has similarly broad effects on TAAR gene expression. The mRNAs of all 13 functional TAAR genes expressed in OSNs are reduced in 123Cre:Lhx2^fl/fl^ mice, OmpCre:Lhx2^fl/fl^ mice, or both (but note that this is a tentative conclusion for Taar8a due to ambiguity in the probe set used to detect it). These data predict that TAAR genes have homeodomain sites in their enhancers, promoters, or both.

Importantly, the Lhx2 dependence of OR gene expression is almost certainly a direct effect. Lhx2 binds OR gene promoters and enhancers (Hoppe et al., 2003; Hirota and Mombaerts, 2004; Markenscoff-Papadimitriou et al., 2014). Our data provide no evidence for indirect effects, such as the reduced expression of other transcription factors, nor does the conditional deletion of *Lhx2* lead to a loss or turnover of OSNs that is sufficient to explain the strength and breadth of the effects observed. We conclude that Lhx2 is the transcription factor that acts at the homeodomain sites in the enhancers and proximal promoters of OR genes, and that nearly all OR genes require Lhx2 for expression.

Neither 123Cre nor OmpCre are able to recombine a Z/EG transgene or the native *Lhx2* locus at 100% efficiency, so OSNs expressing Lhx2-dependent OR genes in the conditional deletion Lhx2 mouse strains are mostly OSNs that continue to express Lhx2. We have not been able to directly identify OSNs that fail to express both Lhx2 and an OR or TAAR in these mutants, but because reductions in OR mRNA abundance far exceed the small reductions in mature OSN number, this must be the case. Given evidence that responding to odors and making the appropriate synaptic connections increases OSN lifespan (Schwob et al., 1992; Watt et al., 2004; Zhao et al., 2013), failure of OR expression should eventually reduce mature OSN numbers, consistent with our observation of fewer mature OSNs in *Lhx2* conditional deletion mice. The alternative explanation that haploinsufficiency of Lhx2 contributes to the effects we observe is not plausible because *Lhx2* heterozygotes expressing Cre do not show altered OR expression.

### Emx2 acts differently than Lhx2

In comparison with Lhx2, Emx2 is necessary for the normal expression of a much smaller fraction of OR genes, and *Emx2* deletion more often allows increased frequencies of OR expression; about 20–30% of the significantly affected OR mRNAs. In addition, the effects of deleting *Emx2* are greater in immature OSNs than in mature OSNs, which is not true of the Lhx2 mutant strains. When both *Lhx2* and *Emx2* are conditionally deleted in immature OSNs, no epistasis or compensatory effects are unmasked. These findings suggest that Lhx2 and Emx2 act mostly through independent mechanisms, an interpretation supported by the behavior of *Olfr15*. *Olfr15* expression frequency specifically decreases in the absence of Lhx2, while zonal misexpression of *Olfr15* is specific to the absence of Emx2. We cannot exclude the possibility that Emx2 acts like Lhx2 in driving the expression of some OR genes; but, if so, our data suggest that Emx2 also has a distinctly different role. We hypothesize that Emx2 helps to control the availability of OR genes for expression.

### OR expression in mature OSNs versus immature OSNs

By the time an OSN reaches maturity, it strongly expresses a single allele of one OR gene. Repressive chromatin modification might prevent the expression of any other OR allele, predicting that no OR genes should increase their expression in OmpCre:Lhx2^fl/fl^ mice. This seems inconsistent with our finding of 4 OR mRNAs that show significant increases and 56 additional OR mRNAs that show normalized fold differences of >1. At present, we are unable to rule out the possibility that mature OSNs can switch to a different OR allele (Shykind et al., 2004) if they lose the expression of their original OR allele. The small number and modest size of increases in OR expression could be explained by the rarity of opportunities for OR gene switching in OSNs lacking Lhx2, which are limited because nearly all OR genes depend on Lhx2 for expression. Another factor that could contribute to the limited opportunity for OR gene switching is the relative timing of OR gene choice and Cre recombination. The timing of OR gene choice is not yet firmly established, so it is possible that choice happens prior to the onset of Cre expression in immature OSNs in 123Cre:Lhx2^fl/fl^ mice. If true, this would explain the similar OR expression patterns between 123Cre:Lhx2^fl/fl^ mice and OmpCre:Lhx2^fl/fl^ mice.

Opportunities for differential survival of OSNs to cause increased frequency of expression of some ORs are limited because OSN turnover is not significantly elevated. However, we note that significant increases in the abundance of some Lhx2-independent OR mRNAs are detected at age P26 (OmpCre:Lhx2^fl/fl^ mice and 123Cre:Lhx2^fl/fl^:Emx2^fl/fl^ mice) but not at age P3 (123Cre:Lhx2^fl/fl^ mice), so it may be possible that better survival gradually leads to increased frequencies of OSNs that express Lhx2-independent ORs.

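Olfr57 mRNA rose from 8.91 ± 0.25 (SD, n = 4) in controls to 10.72 ± 0.30 (SD, n = 3) in double knockouts. Its normalized fold difference was 4.74 (adjusted log2 difference 2.25, standard error 0.18, adjusted p = 0.000144). Olfr1351, whose gene is the protein-coding neighbor of Olfr57, rose 3.67-fold (adjusted p = 0.000303). Olfr51 rose 3.81-fold (adjusted p = 0.00302), Olfr812 2.73-fold (adjusted p = 0.000834) and Olfr917 1.71-fold (adjusted p = 7.62e-05). These 5 of the 15 higher ORs were also called without the adjustment for mature OSN number, with log2 differences of 1.81, 1.44, 1.5, 1.01 and 0.34 in the order given. Olfr556 (2.41-fold), Olfr444 (1.91-fold), Olfr371 (1.45-fold), Olfr908 (1.38-fold) and Olfr262 (1.35-fold) were called only with it. Olfr556 differed by 0.83 before adjustment (adjusted p = 0.0203), and Olfr371, Olfr908 and Olfr262 differed by 0.10, 0.03 and 0.00. Fewer higher ORs were called with the methods' t-test or only the 123Cre controls (3 each) or without 1 mouse (5 to 8), and 59 with the factor of the mature OSN list. Leaving out control 35, 78 or 79 or double knockout 76 ended the Olfr556 call (adjusted p = 0.0106, 0.0102, 0.0105 and 0.0173). Each of Olfr444, Olfr371, Olfr908 and Olfr262 lost its call without any of 6 of the 7 mice, at an adjusted p of 0.0398 or less.

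**Figure D3:**
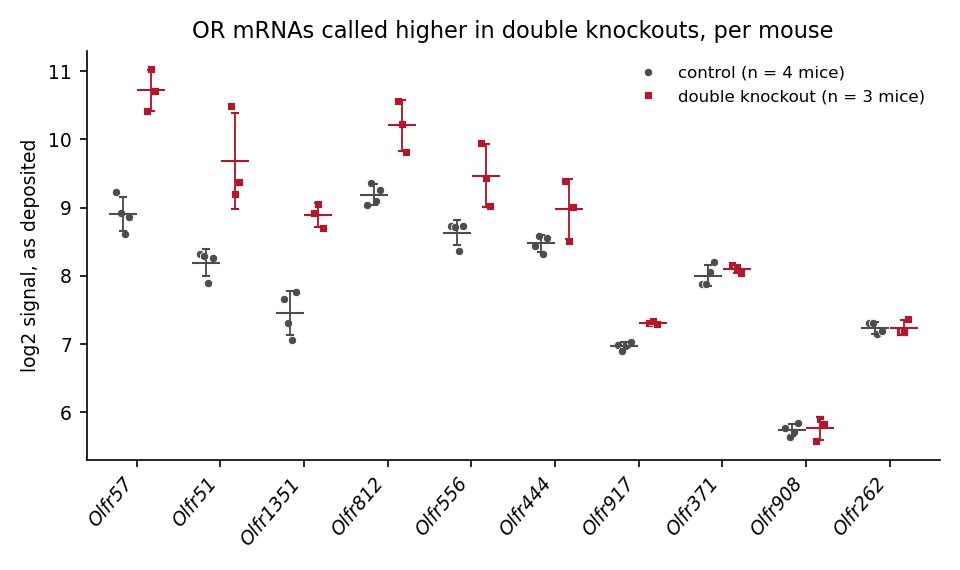
Log2 signal of 10 of the 15 higher OR mRNAs in each mouse, as deposited, with the mean and SD of 4 controls (circles) and 3 double knockouts (squares). The 3 double knockouts lie above the 4 controls for Olfr57, Olfr51, Olfr1351, Olfr812, Olfr556 and Olfr917, and the groups overlap for Olfr444, Olfr371, Olfr908 and Olfr262.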

### Effects of altered OR expression on OSN maturation

Our data agree with previous evidence that the absence of Lhx2 slows immature OSN differentiation and even prevents the transition to the mature OSN stage (Berghard et al., 2012). Given that OSN turnover is not detectably altered in our conditional *Lhx2* deletion strains, differences in OSN maturation may contribute to differences in the numbers of OSNs present. In neonatal 123Cre:Lhx2^fl/fl^ mice, the numbers of mature OSNs are reduced slightly, while immature OSN numbers do not differ, which is consistent with the idea that immature OSNs are not producing mature OSNs as fast as their littermate controls. Because conditional deletion of *Emx2* does not affect OSN number, the slightly decreased numbers of mature OSNs and slightly increased numbers of immature OSNs in juvenile 123Cre:Lhx2^fl/fl^:Emx2^fl/fl^ mice must also be due to the absence of Lhx2. Immature OSN differentiation appears to be slowed in the absence of Lhx2, causing immature OSN numbers to build up postnatally. We conclude that the absence of Lhx2 halts OSN maturation by causing OR expression to fail, thereby preventing the feedback signaling that stabilizes the expression of a single OR allele and triggers the final maturation of the OSN (Dalton et al., 2013).

### The role of Lhx2 in OR gene choice

We find no evidence that Lhx2 is necessary for the zonal patterns of OR expression, nor for the singularity of OR expression per OSN. Instead, Lhx2 is necessary to drive OR expression. We envision two speculative models for Lhx2 action that are consistent with our data, one where Lhx2 has a direct role in OR gene choice, another where Lhx2 acts indirectly.

The ability of Lhx2 to bind OR enhancers, along with the evidence that OR enhancers form interchromosomal networks, raises the possibility that differing enhancer networks might determine which OR alleles become expressed (Markenscoff-Papadimitriou et al., 2014). Because Lhx2 binds these enhancers, Lhx2 is likely to help determine which enhancer networks form or which OR gene promoters interact with these networks, effects that could explain the Lhx2 dependence of OR gene expression frequencies. In the absence of Lhx2, the probability of the formation of each distinct enhancer network should decrease, probably to differing extents. This would lead directly to the differentially decreased expression of OR genes that we observe.

Alternatively, Lhx2 might indirectly contribute to OR gene choice. Epigenetic repression and derepression of OR alleles in immature OSNs might be balanced so as to randomly produce a fully derepressed allele at rare intervals. The role of Lhx2 in this model is to drive high levels of OR transcription when an OR allele becomes available, triggering the feedback that prevents the expression of any other OR allele. If OR genes differ in the degree to which their transcription depends on Lhx2 relative to other transcriptional regulators, then those OR genes that are most dependent on Lhx2 would have the lowest probability of becoming stably expressed and the most difficulty maintaining feedback repression in mature OSNs. This model would also result in the kinds of differences in OR expression frequency that we observe.

These two general models are not mutually exclusive and could both be active. They both explain how OR expression frequencies could have a fundamental randomness yet depend so strongly on Lhx2, even after OSNs have completed differentiation.

How the deposited data were processed for this re-analysis (not part of the article)

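The data are the log2 signals that the authors deposited for 7 Mouse Gene 1.0 ST arrays, each of olfactory mucosa RNA from 1 mouse at P26. There are 3 double knockouts (mice 34, 76 and 91), 2 controls with 123Cre (33 and 78) and 2 controls without Cre (35 and 79). Genotypes were taken from the sample labels, which give no litter and no sex. The paper states that each litter with double knockouts also gave controls, and that each experiment used a small number of litters, so litters were not modelled. The values come from Affymetrix Expression Console at the level of transcript clusters. Its version, the summarization method and the normalization method are not given in the sources used here. The arrays hold 35557 transcript clusters and lie between 3.07 and 14.94 on the log2 scale, with nearly equal medians. No value was rescaled before the comparisons.

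The array annotation lists a gene for 23215 clusters, and the other 12342 were left out of the tests. Of the listed clusters, 21731 have 1 gene and 1484 have several. Gene symbols were matched by gene ID to a RefSeq table of GRCm38.p6 for 21633 clusters, and 709 symbols were updated. ORs are the genes named Olfr and a number without a pseudogene mark, from clusters with 1 gene. This gave 1015 OR genes from 1023 clusters, 13 Taar genes and 18830 other genes. A gene with more than 1 cluster, as for 8 ORs, took the cluster with the highest mean. The 98 clusters that hold an OR among several genes were used only in an alternative. The array annotation does not name its genome build, so no coordinates are given. That Olfr1351 and Olfr57 are neighbors was taken from GRCm38.p6.

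Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 2.60), with statmod 1.5.0 installed. All tests are two-sided. P-values were adjusted by the method of Benjamini and Hochberg over the 23215 clusters. The paper divides OR signals by the mean change of its mature OSN mRNAs. That list is not used here, so its stated factor of 74% was applied by adding 0.43 to the double knockout values of ORs and TAARs. These were called at an adjusted p under 0.01, as in the paper, and other genes at an adjusted p under 0.05. The median log2 difference was 0.03 over the listed clusters and 0.04 over the other genes.

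The 18 gene lists were written before the data were examined, as were the comparisons, thresholds and first set of alternatives. Each list was tested with fry, which asks whether its genes move one way on balance and does not compare the list with other genes. The p-values of fry were adjusted over the lists. Camera, which compares a list with other genes, was run beside it with a preset and with an estimated correlation. Every p given with an estimated correlation is from camera, and there no list passed. With the preset, the immature OSN (adjusted p = 0.793), apoptosis (0.591), microvillous, gland, ensheathing glia, guanylyl cyclase D, transcription factor and chromatin lists did not pass. The other lists did, among them mature OSN (9.8e-20), mitosis (2.1e-10) and blood (0.0471). Some genes stand in more than 1 list, among them Kirrel2, Trib3, Atf5, Robo2, Nhlh1, Neurod1, Neurog1 and Hes6. Some list members had no value in the table used and are not reported here, and neither are Olfr144 and Olfr335. Single measures were compared by an exact permutation test over the 35 splits of 7 mice into 3 and 4, whose smallest p is 0.0286.

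Genes named in the text were set by rule. They are Lhx2, Emx2, every TAAR, the ORs of Fig. 7C, ORs and markers that the paper names, and the 10 ORs with the largest falls and the 10 with the largest rises past the threshold. Also named are the 10 other genes with the largest falls and the 10 with the largest rises, if every double knockout lay outside the range of the controls. Of each list, up to 4 members past the threshold with the largest change are named. Any other gene given with a result is marked as picked out after its value was seen.

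Alternatives were no adjustment for mature OSN number, the factor of the 24 mature OSN mRNAs (53.4%), leaving out the dimmest clusters, quantile normalization, median centring, the methods' t-test with the same adjustment of p, an intensity trend with a robust prior, array weights, other thresholds, p adjusted over receptors alone, all OR clusters, only the 123Cre controls, and each mouse left out in turn. Chosen after the data were seen were a test over every deposited cluster and fits with the mouse number group (33 to 35 against 76 to 91) or the level of Y-linked genes as a term, and a fit of the controls alone with their pair as a term. The comparisons were tested on simulated data with known changes. Of 100 genes changed by 1, 90 were recovered, and 3.23% of the calls were false (5 calls). For 100 genes changed by 0.5 the recorded recovery was 0, which cannot be relied on. With it, the recovered and false calls do not account for all calls behind that share. Recovery at 0.5 is therefore left open. Far fewer genes change in the simulated data than pass in the arrays, and adjustment of p is stricter where fewer change. For both reasons the simulated data set no lower bound on the differences that pass in the arrays, where differences smaller than 0.5 did (Lhx2, -0.46).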

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

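The mitosis tests against other cell groups and the fits with a mouse number or a Y-linked term were chosen only after the results were seen, as were the splits for lower ORs and for other genes and the tests of the ORs called higher.

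Outside the receptors, which are the subject of the paper's array analysis, 1626 genes fell and 2897 rose at an adjusted p under 0.05 (2151 and 4380 at an unadjusted p under 0.05). These values are not adjusted for the lower share of mature OSNs. The counts therefore do not tell a changed mix of cells from changed expression within cells. The rises numbered 1309 without double knockout 34, 1482 without double knockout 76 and 1723 without control 79. With only the 123Cre controls, 792 fell and 658 rose. Among the falls, the log2 difference was -2.52 for Fam217a, -2.11 for the carboxypeptidase subunit Cpn1, -2.07 for the interferon-induced Ifit1 and -1.82 for Gm11992. It was -1.71 for Kcnn2, a calcium-activated potassium channel, and -1.71 for the adhesion molecule Adam23. Among the rises, 1700013H16Rik rose 7.20-fold, E330013P04Rik 5.02-fold, Minar2 3.87-fold, the neurofilament Nefl 3.72-fold, the thyrotropin receptor Tshr 3.64-fold, S100z 3.63-fold and AW551984 3.53-fold. E330013P04Rik and Emx2 lie on the same chromosome. Every double knockout was homozygous for the floxed Emx2 allele and no control was. DNA linked to that allele and the deletion itself therefore cannot be told apart here. Chil4 (4.39-fold) and Bves (3.95-fold) lost their call under 5 and 4 of the settings. Chil4 was lost without control 78 or 79 (adjusted p = 0.0517 and 0.0519) and Bves without double knockout 76 (adjusted p = 0.0677). Their adjusted p reached 0.101 and 0.126 over the settings. Their size also depends on single mice, with a log2 difference for Chil4 of 2.13, or 1.39 without double knockout 91, and for Bves of 1.98, or 1.38 without double knockout 34 and 2.61 without 91.

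Of the 35 splits of the mice into 3 and 4, 1 gave as many falls or rises among other genes, the real one. Only if all splits are equally likely can a random grouping of the mice be excluded, at the smallest share that 35 splits allow. The highest other counts were 983 falls and 47 rises, for mice 33, 34 and 35. That split points to a structure of the mice by number, which speaks against equally likely splits. Splits kept within the number groups (33 to 35 and 76 to 91) are fewer, so their smallest share is larger. That larger share is too weak to exclude a random grouping within these groups. Controls 33 and 35 (array correlation 0.992) and 78 and 79 (0.996) also form pairs, with 0.984 to 0.989 across them. Among the controls this pairing coincides with sex, since the Y-linked Uty measured 5.78 and 5.71 in 33 and 35 and 10.73 and 10.83 in 78 and 79, so the controls alone do not tell number from sex. Double knockout 76, with Uty at 5.85, was closer to 91 (correlation 0.995) than to 34 (0.993). It was also closer to controls 78 and 79 (0.977 and 0.978) than to 33 and 35 (0.974 and 0.971), which goes with number. Uty was picked out after its values were seen. Over all 7 mice, Uty was high in 78, 79 and 91, and the split that follows it gave 1 fall and 3 rises. With the mouse number group as a term, 2293 genes fell and 4742 rose.

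Mki67, a marker of dividing cells, rose by 0.80 (standard error 0.08, adjusted p = 0.000379), the cyclin Ccna2 by 0.84, Top2a by 0.81 and the checkpoint kinase Bub1 by 0.93. All 16 mitosis and DNA replication mRNAs rose (16 when adjusted over the list alone), and the mean log2 difference of the list was 0.70 (fry adjusted p = 0.000554, adjusted p = 0.307 with an estimated correlation). The paper does not report these mRNAs in this strain. A lower share of mature OSNs would raise every other cell group alike, but the mitosis list rose by 0.53 more than the mean of 6 other cell groups (exact permutation test, two-sided, p = 0.0286, the smallest possible), whose own means lay between 0.07 and 0.29. Progenitors (0.47), macrophages (0.39) and blood (0.62) were not among these 6. With them included the difference was 0.43 (SD 0.09 and 0.05, exact permutation test, two-sided, p = 0.0286). A fit with the mouse number group gave 0.72 and one with the level of Y-linked genes 0.68, which argues against either as the whole cause.

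What stays open for the mitosis list is a rise in dividing cells, which may follow from the deletion itself. The difference from other cell groups remains, at 0.53 for 6 groups and 0.43 for 9. The paper's counts of basal cells immunoreactive for phosphorylated histone 3 (Fig. 9D) were not analysed here, and the paper finds no significant difference in any strain. They come from older mice than the arrays, and the paper describes them as varying substantially. In a strain other than the double knockout, the paper reports a large difference of means that was not significant after correction. The counts therefore do not decide for or against a rise in dividing cells. Litter was not tested, since the labels do not give it.

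Among the 15 higher ORs, 5 passed at 0.01 with no adjustment for mature OSN number at all, which excludes the adjustment as the source of these calls. Their mean log2 difference was 1.22, with every double knockout above every control for each, though they were picked by passing without the adjustment. The other 10, with a mean of 0.10 without it, need the adjustment for their calls, and since they were parted by that call this mean decides nothing about its source. Without it, 5 of them lay below 0 (-0.01 to -0.12), and Olfr371, Olfr908 and Olfr262 differed by 0.10, 0.03 and 0.00, so no rise apart from it is seen in these 8. Olfr444 (0.50) differed by more than the 0.43 that it adds, but its groups overlapped, so for Olfr444 this cannot be told. Olfr556 differed by 0.83 without the adjustment (standard error 0.20, adjusted p = 0.0203 from limma), with every double knockout above every control. A rise without the adjustment was thus seen for Olfr556, short of the threshold of 0.01. No biological explanation was tested.

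Of the 35 splits, 1, the real one, gave 15 or more higher ORs (highest other 1), and 1 gave 5 or more without the adjustment (highest other 0). Only if all splits are equally likely can a random grouping of the mice be excluded for both, at the smallest share that 35 splits allow. The structure of the mice by number speaks against that condition. Splits kept within the mouse number groups are fewer, so their smallest share is larger. That larger share is too weak to exclude a random grouping within these groups. The same holds for the 663 lower ORs (1 of 35, highest other 0) and the 9 lower TAARs (1 of 35, highest other 0).

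In 9 of 145 measures, 1 of the 4 controls lay far from the other 3, where chance gives about 1 in 20. The median of control 35 was 8.56. For single genes the distant controls were 33 for Olfr156 (6.78) and Neurog1 (9.20), 78 for Olfr51 (7.89), Olfr556 (8.37) and Dyrk4 (11.39), and 35 for Atp10d (11.20), Opcml (8.57) and Atf5 (11.78). Dyrk4 fell by 1.72, Atp10d fell by 1.71 and Opcml rose by 2.02. These 3 genes kept their calls with any 1 mouse left out.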

How the results depend on the processing

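The settings with every deposited cluster, with a mouse number term and with a Y-linked term were chosen only after the results were seen.

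The log2 differences of Lhx2 (-0.41 to -0.50 with 1 mouse left out) and Emx2 (-1.09 to -1.38) and the mean OR log2 difference kept their direction and call under every setting run for them. The count of OR mRNAs lower was 840 without the adjustment for mature OSN number, 624 with quantile normalization, 662 with median centring, 717 with an intensity trend and 503 to 633 with 1 mouse left out. It moved further to 439 with the factor of the mature OSN list, 408 with the methods' t-test and 413 with only the 123Cre controls. The count of OR mRNAs higher was 5 without the adjustment, 59 with the factor of the mature OSN list, 9 without the dimmest clusters, 23 with quantile normalization, 3 with the methods' t-test, 26 at an adjusted p under 0.05, 23 with p adjusted over receptors alone, 20 with array weights, 3 with only the 123Cre controls, 6 over every deposited cluster and 5 to 8 with 1 mouse left out. The methods' t-test called 4 TAAR mRNAs lower, and 6 to 8 were called with 1 mouse left out.

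The counts of other genes lower and higher were 2623 and 5431 with array weights, 996 and 1019 at an adjusted p under 0.01 and 792 and 658 with only the 123Cre controls. With 1 mouse left out they were 1097 to 1527 and 1309 to 2983, with 1309 rises without double knockout 34, 1482 without double knockout 76 and 1723 without control 79. Other genes higher numbered 4742 with the mouse number term. Rises made up 64.1% of these calls, but 45.4% with only the 123Cre controls, a set with fewer mice. Of the gene list shifts, 8 were called with only the 123Cre controls, 0 by camera with an estimated correlation and 13 to 17 with 1 mouse left out.

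The mature OSN list (-0.91) had adjusted p = 0.176 by camera with an estimated correlation. It otherwise stayed called, at an adjusted p of 0.00108 or less with 1 mouse left out. The immature OSN list lost its call with quantile normalization (0.022, adjusted p = 0.164), median centring (0.062, 0.0969), only the 123Cre controls (0.036, 0.0879) and camera with an estimated correlation (0.049, 0.804). With 1 mouse left out its mean was 0.033 to 0.058, and the call was lost without control 33 and without double knockout 91. Apart from smaller groups, the cause was not tested.

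The sign turned without the adjustment, which subtracts the same value from every receptor, for Olfr1465 (-0.075), Olfr401 (-0.20), Olfr574 (-0.069), Olfr1462 (-0.38), Taar1 (-0.015), Taar8b (-0.20) and Taar8c (-0.29). With the larger factor of the mature OSN list it turned for Olfr129 (0.19), Olfr156 (0.12), Olfr1249 (0.36), Olfr1457 (0.43) and Taar5 (0.42). It also turned for Olfr1457 with quantile normalization (0.029), array weights (0.048) and only the 123Cre controls (0.094), and for Taar5 with quantile normalization (0.045) and array weights (0.0497). With 1 mouse left out, Olfr1457 ranged from -0.13 to 0.12 and Taar5 from -0.14 to 0.014. The cause was not tested for these.

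Of 875 values of named genes with 1 mouse left out, 756 kept their direction and side of the threshold, 112 lost a call, 4 gained one and 3 changed sign. Under the other settings 1347 of 1515 kept both, 107 lost a call, 44 gained one and 17 changed sign. Of the values of gene lists, 116 of 126 with 1 mouse left out and 111 of 144 otherwise kept both. Signal near the array floor limits the dimmest ORs and Taar8c.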

Differences from the paper's values

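No test here was chosen only after the result was seen, except the setting over every deposited cluster.

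None of the values that the paper states in its text for this strain differs from the one computed here by more than 1.5 times together with more than the error. This rule is wide, since for the OSN means the error is the paper's spread (25 and 0.20). It therefore decides little for those means. With the factor of the mature OSN list, 439 OR mRNAs were lower and 59 higher, and both counts differ from the paper's by the rule. The decrease was 56.4% for Emx2 (the paper's value is 57) and 27.4% for Lhx2 (the paper's 27), and the mean fold difference of immature OSN mRNAs was 1.07 (the paper's 1.11). The paper's 4 double mutants stand against 3 here. For mature OSN mRNAs the mean was 55.9% ± 17.5 (SD over 24 mRNAs), against the paper's 74 ± 25, whose list is a different one. At the paper's threshold of 0.01, 663 OR mRNAs were lower and 15 higher, against the paper's 755 and 10. The counts here are out of 1015 OR genes, fewer than the paper measured. Counts of lower ORs near the paper's came with p adjusted over receptors alone (761 lower, 23 higher), all OR clusters (745 and 16) and array weights (775 and 20). Counts of higher ORs near the paper's came with median centring (662 lower, 11 higher) and without the dimmest clusters (503 and 9). The intensity trend with a robust prior gave 717 lower and 12 higher. The methods' t-test gave 680 and 18 at an unadjusted p under 0.01, and 408 and 3 after adjustment over all listed clusters.

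The paper lists Taar5 among the decreased Taar mRNAs. Here its adjusted log2 difference was -0.05 (standard error 0.11, adjusted p = 0.795), and no setting called it lower at an adjusted p under 0.01. The other 9 Taar mRNAs of the paper's list with a value here were lower. Outside the Taar8 subfamily, Taar1 was called higher here only with the adjustment, and the paper gives no value for it in this strain.

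Fig. 7C marks Olfr308 as significant and leaves Olfr963 unmarked. Here Olfr308 did not pass at 0.01 (adjusted p = 0.0310). It passed without the adjustment for mature OSN number (adjusted p = 0.00748), at an adjusted p under 0.05 and with p adjusted over receptors alone (adjusted p = 0.0089). Olfr963 passed here (adjusted p = 0.0088). As in the paper, it did not pass with the factor of the mature OSN list (adjusted p = 0.390), quantile normalization (0.0113), median centring (0.0124), the methods' t-test (0.0359), only the 123Cre controls (0.0551), and without control 33, 35, 78 or 79 or double knockout 34 or 76. Over every deposited cluster, a setting chosen after seeing the values, it did not pass either (0.0177). For the other 6 ORs the calls match the figure.

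The fold differences of these 8 ORs were 1.06 to 1.21 times those that the figure prints. Those of the paper were about 0.17 for Olfr6, about 0.22 for Olfr15, about 0.23 for Olfr1440, about 0.46 for Olfr308, about 0.54 for Olfr90, about 0.60 for Olfr963, about 0.68 for Olfr129 and about 0.73 for Olfr156 in Fig. 7C, read by eye. The values here were 0.180, 0.236, 0.247, 0.491, 0.584, 0.641, 0.824 and 0.785 in that order.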

Other observations

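The test between class I and class II ORs across mice and the fit of the controls with their pair as a term were chosen only after the results were seen. Neurod1, a transcription factor of neuronal progenitors, rose 2.33-fold in double knockouts (log2 difference 1.22, standard error 0.09, adjusted p = 8.98e-05). The receptor Kit rose 1.82-fold, Neurog1 1.59-fold and Sox11 1.44-fold. Of 9 progenitor mRNAs, 6 rose and none fell (6 rose and 1 fell when adjusted over the list alone), with a mean log2 difference of 0.47 (fry adjusted p = 0.000131, adjusted p = 0.176 with an estimated correlation). Of 8 horizontal basal cell mRNAs none passed alone (3 rose when adjusted over the list alone), and the mean was 0.21 (fry adjusted p = 0.0172, adjusted p = 0.527 with an estimated correlation).

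Of 14 macrophage mRNAs, 10 rose and none fell (12 when adjusted over the list alone), with a mean of 0.39 (fry adjusted p = 0.0123, adjusted p = 0.497 with an estimated correlation). The values of this and the other cell lists are not adjusted for the lower share of mature OSNs, which would raise other cell groups. Whether the rises of these lists exceed that was not tested, except for mitosis. The complement component C1qb rose by 0.65, C1qc by 0.48, Tyrobp by 0.42 and Cd68 by 0.55 (standard error 0.14, adjusted p = 0.0218). Cd68 lost its call without double knockout 34 (adjusted p = 0.0734) or 76 (0.0693) and without control 78 (0.0537) or 79 (0.0562). Its adjusted p reached 0.138 over the settings. The calls of C1qc and Tyrobp were also lost without double knockout 34 (adjusted p = 0.0768 and 0.056) or 76 (0.0619 and 0.0584), and that of C1qc without control 78 (0.0546) or double knockout 91 (0.0646). Of 8 apoptosis mRNAs, Bak1 rose 1.37-fold and none fell (1 rose when adjusted over the list alone). The mean of that list was 0.09 (fry adjusted p = 0.00299, adjusted p = 0.607 with an estimated correlation). The paper's counts of macrophages and of dying and dividing cells by immunostaining (Fig. 9), not analysed here, showed no significant difference in any strain. They were made in the olfactory epithelium along the septum of older mice, while the arrays hold RNA of the whole mucosa.

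Among cells that are not neurons, the keratins Krt8 and Krt18 and Ermn rose by 0.23, 0.23 and 0.25, and these were the 3 of 10 sustentacular cell mRNAs that rose (4 when adjusted over the list alone; mean 0.14, fry adjusted p = 0.0103, adjusted p = 0.529 with an estimated correlation). The chloride channel Cftr rose by 0.42, with Ascl3, Foxi1 and Trpm5 the 4 of 7 microvillous cell mRNAs that rose (5 when adjusted over the list alone; mean 0.20, fry adjusted p = 0.00537, adjusted p = 0.497 with an estimated correlation). Of 10 stroma and endothelium mRNAs 6 rose (6 when adjusted over the list alone), among them Lum by 0.49, Pecam1 by 0.38 and Col3a1 by 0.36, with a mean of 0.29 (fry adjusted p = 0.0079, adjusted p = 0.497 with an estimated correlation). Reg3g was the 1 of 10 gland and respiratory mRNAs that rose, by 0.39 (1 when adjusted over the list alone; mean 0.07, fry adjusted p = 0.0183, adjusted p = 0.607 with an estimated correlation). Leaving out double knockout 34 ended the calls of Krt8 (adjusted p = 0.0849), Krt18 (0.128), Ermn (0.108), Ascl3 (0.0779), Foxi1 (0.0872), Trpm5 (0.162), Pecam1 (0.0609) and Reg3g (0.0502). Each of these was also lost without at least 1 other mouse. The call of the gland and respiratory epithelium list was lost without control 35 (adjusted p = 0.0754) or double knockout 91 (0.103).

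Erbb3 rose by 0.26 among 7 ensheathing glia mRNAs (0 when adjusted over the list alone), and the list did not pass (mean 0.08, median -0.02, fry adjusted p = 0.25). The Erbb3 call was lost without control 35, 78 or 79 or double knockout 34 or 76, at an adjusted p of up to 0.137. Slc4a1 and Alas2, expressed in red blood cell precursors, rose 2.26-fold and 1.76-fold. They were the 2 of 6 blood mRNAs that rose (2 when adjusted over the list alone; mean 0.62, fry adjusted p = 0.0328, adjusted p = 0.529 with an estimated correlation). The call of the blood list was lost without control 35, 78 or 79 or double knockout 76 or 91, at an adjusted p of up to 0.129. Of 4 mRNAs of guanylyl cyclase D neurons, Pde2a rose 2.41-fold (1 when adjusted over the list alone; mean 0.27, median -0.00, fry adjusted p = 0.00464, adjusted p = 0.607 with an estimated correlation). Pde2a thus carries the mean of that list, and Gucy2d, picked out after its value was seen, had a log2 difference of -0.19 (adjusted p = 0.446).

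Ebf4, an Olf/Ebf family transcription factor of OSNs, fell by 1.09 (standard error 0.13, adjusted p = 0.000688). Trim66 and Atf5 also fell (-0.76 and -0.65), while Dlx5 rose by 0.98. Of 24 transcription factor mRNAs, 7 fell and 10 rose (7 and 10 when adjusted over the list alone), with a mean of 0.07 (fry adjusted p = 0.0123, adjusted p = 0.810 with an estimated correlation). The call of the list was lost without double knockout 91 (adjusted p = 0.503). Of 13 chromatin factor mRNAs, Cbx5 rose by 0.43, Dnmt1 by 0.34, Cbx3 by 0.32 and Kdm1a by 0.31, and none fell (4 rose and 1 fell when adjusted over the list alone). The Kdm1a demethylase, which the paper discusses for OR choice, had a fold of 1.24 (adjusted p = 0.00358), and the mean of the list was 0.10 (fry adjusted p = 0.00378, adjusted p = 0.529 with an estimated correlation).

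Ddit3, Trib3, Atf5 and Sesn2 of the unfolded protein response fell, with log2 differences of -0.71, -0.70, -0.65 and -0.56. Of 12 mRNAs of this list 6 fell and 1, Asns, picked out after its value was seen, rose (6 and 1 when adjusted over the list alone), with a mean of -0.29 (fry adjusted p = 0.000131, adjusted p = 0.176 with an estimated correlation). The zonal enzyme Nqo1 (-1.60), the adhesion molecule Ncam2 (-1.58) and the semaphorin receptor Plxna3 (-1.52) fell most, together with Kirrel2. Of 15 zone and axon guidance mRNAs, 11 fell and 3 rose (11 and 3 when adjusted over the list alone), with a mean of -0.68 (fry adjusted p = 0.000101, adjusted p = 0.176 with an estimated correlation). The mature OSN mRNAs fell by 0.91 in the same mice. With 0.43 added as for receptors, the mean was -0.25 for the zone and axon guidance list and 0.15 for the unfolded protein response list. The rises in the zone and axon guidance list were Sema3a by 0.75, Nrp2 by 0.39 and Sema3f by 0.29, picked out after their values were seen.

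Class I ORs, taken as the chromosome 7 genes Olfr64 to Olfr69, Olfr78 and Olfr543 to Olfr690, fell less than class II ORs. Of 112 class I ORs 40 were lower (35.7%) and 1, Olfr556, was higher, with a mean adjusted log2 difference of -0.65. Of 903 class II ORs 623 were lower (69%) and 14 higher, with a mean of -1.20. Within each array, class I ORs lay 0.77 ± 0.21 (SD, n = 3) above class II in double knockouts and 0.22 ± 0.12 (SD, n = 4) in controls (exact permutation test, two-sided, p = 0.0286, the smallest possible). Dimmer class I clusters could compress a fall, but their median control signal was 9.05 against 8.66, and matched on the control signal the difference was 0.62, which argues against this. In 123Cre:Lhx2fl/fl mice, a strain not analysed here, the paper finds similar shares and sizes of decrease in both classes (Fig. 2K). Those mice were neonates, while the mice here were juveniles and Emx2 was deleted as well. The contrast therefore does not tell age from genotype. No biological explanation was tested.

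With the ORs in 4 groups by control signal, 29.5% of the dimmest were lower, then 72.4%, 74.3% and 85.0% of the brightest, and the mean adjusted log2 difference went from -0.55 to -1.66. Of 6 ORs that the paper names as raised in other strains, none passed at 0.01, with adjusted log2 differences of 0.37 for Olfr574, 0.36 for Olfr1465, 0.24 for Olfr401, 0.06 for Olfr1462, -0.62 for Olfr91 and -0.97 for Olfr214. The first 4 were negative without the adjustment. Olfr15 and Olfr90, which the paper also finds raised after Emx2 deletion, were both lower here. Without double knockout 91, Olfr91 (adjusted p = 0.00436) and Olfr214 (0.00958) passed as lower. Over all settings the calls were gained in 7 of 21 for Olfr91 and 4 of 21 for Olfr214, and as higher in 5 of 20 for Olfr574 and 4 of 20 for Olfr1465. Olfr1462 passed as higher with the factor of the mature OSN list (adjusted p = 0.00191) and as lower without the adjustment (0.00689).

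Among the ORs that the paper finds affected by Emx2 deletion, 6 were not significantly decreased there after Lhx2 deletion. None of these 6 passed at 0.01 here. Their values were -1.28 for Olfr270, -1.09 for Olfr11, -0.87 for Olfr111, -0.59 for Olfr71, -0.11 for Olfr1249 and -0.04 for Olfr1457. Some of these depend on the setting. Olfr11 passed as lower in 10 of 21 settings (adjusted p from 0.0026 to 0.0922), Olfr111 in 6 of 21 (0.00314 to 0.214), Olfr71 in 4 of 21 (0.00162 to 0.705) and Olfr1249 without the adjustment (0.00631). Leaving out control 78 gave the Olfr11 call (adjusted p = 0.00377), and leaving out double knockout 91 the Olfr111 call (0.00882).

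Between the 2 controls with 123Cre and the 2 without, none of 19858 genes passed limma, and 77 had an unadjusted p under 0.05, 15 of them ORs. The methods' t-test called 0 after adjustment. Each of the pairs of controls 33 and 35 and 78 and 79 holds 1 mouse with Cre, and the difference between the pairs enters the error of this test. Only 0.388% of genes had an unadjusted p under 0.05, where chance gives 5%, so the count of 0 is weak evidence. With the pair as a term, a fit chosen after seeing the values, 0 passed and 582 genes (2.93%) had an unadjusted p under 0.05, 116 of them ORs, with 1 residual degree of freedom. The mean OR log2 difference was -0.01 (SD over the ORs 0.17). Vomeronasal receptors are expressed in another tissue, and of 117 Vmn1r genes none passed (mean -0.07). Of 46 Vmn2r genes (mean -0.06), Vmn2r74 fell (-0.51, adjusted p = 0.0438) and Vmn2r99 rose (0.23, adjusted p = 0.029), both named after their values were seen.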
